# Oxidant-Induced Alterations in the Adipocyte Transcriptome: Role of the Na,K-ATPase Oxidant Amplification Loop

**DOI:** 10.3390/ijms21165923

**Published:** 2020-08-18

**Authors:** Komal Sodhi, James Denvir, Jiang Liu, Juan R. Sanabria, Yiliang Chen, Roy Silverstein, Zijian Xie, Nader G. Abraham, Joseph I. Shapiro

**Keywords:** chronic renal failure, oxidative stress, adipocytes, Na,K-ATPase, uremic cardiomyopathy, RNA sequencing

## Abstract

(1) Background: Recently we have noted that adipocyte specific expression of the peptide, NaKtide, which was developed to attenuate the Na,K-ATPase oxidant amplification loop, could ameliorate the phenotypical features of uremic cardiomyopathy. We performed this study to better characterize the cellular transcriptomes that are involved in various biological pathways associated with adipocyte function occurring with renal failure. (2) Methods: RNAseq was performed on the visceral adipose tissue of animals subjected to partial nephrectomy. Specific expression of NaKtide in adipocytes was achieved using an adiponectin promoter. To better understand the cause of gene expression changes in vivo, 3T3L1 adipocytes were exposed to indoxyl sulfate (IS) or oxidized low density lipoprotein (oxLDL), with and without pNaKtide (the cell permeant form of NaKtide). RNAseq was also performed on these samples. (3) Results: We noted a large number of adipocyte genes were altered in experimental renal failure. Adipocyte specific NaKtide expression reversed most of these abnormalities. High correlation with some cardiac specific phenotypical features was noted amongst groups of these genes. In the murine adipocytes, both IS and oxLDL induced similar pathway changes as were noted in vivo, and pNaKtide appeared to reverse these changes. Network analysis demonstrated tremendous similarities between the network revealed by gene expression analysis with IS compared with oxLDL, and the combined in vitro dataset was noted to also have considerable similarity to that seen in vivo with experimental renal failure. (4) Conclusions: This study suggests that the myriad of phenotypical features seen with experimental renal failure may be fundamentally linked to oxidant stress within adipocytes.

## 1. Introduction

Oxidant stress plays a key role in the development of renal-failure-associated cardiomyopathy (also known as uremic cardiomyopathy), both experimentally and clinically [1]. Recent in vitro and in vivo studies have established that adipocytes exposed to oxidative stress dysregulate expression of adipocytokines and bioactive mediators, which are able to stimulate more oxidative stress [2,3,4,5]. Through decades of studies, we and others have demonstrated Na,K-ATPase, a P-type ATPase, has cell signaling functions distinct from its better-known effects on cellular ion content [6,7,8]. In addition to well characterized ligands for Na,K-ATPase, we have found that reactive oxygen species (ROS) are also activators of Na,K-ATPase signaling [6]. This is achieved via carbonylation of the α1 subunit, which activates the Src with downstream modulation of signaling pathways, ultimately leading to further generation of ROS [9,10]. Previous studies have demonstrated that glucose oxidase induced H_2_O_2_ stimulated direct α1 subunit carbonylation of Pro222 of the actuator (A) domain and this was found to be involved in renal proximal tubule Na,K-ATPase signaling transduction [11]. Similarly, our previously published in vivo studies have also demonstrated increased α1 subunit protein carbonylation in visceral adipose tissue, under increased oxidative stress, which was accompanied by increased Na,K-ATPase signaling transduction and phosphorylation of Src and ERK expression [4,12,13]. Thus, ROS are not only generated from the Na,K-ATPase signaling cascade, but also promote it, creating a feed-forward oxidant amplification loop [14,15]. This observation led to the development of a peptide, NaKtide, derived from the α1 subunit of Na,K-ATPase, which interacts with the kinase domain of Src, inhibiting Na,K-ATPase signaling [4,9,10,13,16,17,18]. In light of understanding the exacerbation of oxidant stress in adipocytes under pathological setting, the implication of this feed-forward mechanism is specifically of great interest. Previously published studies from our labs have specifically shown that Na,K-ATPase signaling pathway is critical to the pathophysiology of several experimental models of disease including obesity [4,12], atherosclerosis [19], nonalcoholic steatohepatitis [19], aging [20], metabolic syndrome [21] and experimental uremic cardiomyopathy [22]. Most recently, we have shown that this adipocyte dysfunction is also central to mechanisms underlying the pathogenesis of uremia, including uremic cardiomyopathy [13]. Specifically, we identified that animals exposed to experimental uremia demonstrated cardiac phenotypical features consistent with uremic cardiomyopathy specifically abnormalities of systolic and diastolic function, cardiac hypertrophy and fibrosis along with evidence of systemic inflammation. Administration of a western diet augmented these changes whereas adipocyte specific expression of NaKtide ameliorated them. Our data indicated that the activation of adipocyte Na,K-ATPase signaling in this murine model of experimental uremic cardiomyopathy altered the adipocyte phenotype, induced mitochondrial dysfunction, and consequently, altered the systemic metabolic profile and cardiac phenotype [13].

Although inflammation and oxidative stress in adipose tissue are the key players in various diseases [23,24,25], the underlying biological processes are complex and not yet precisely characterized. Advancement in transcriptomics provides a remarkable opportunity to study functional implications of the genetic variability in adipose tissue under different pathological conditions. Oxidative stress triggers a coordinated transcriptional response in adipocytes that in turn regulate various molecular pathways associated with adipocyte function, inflammation and oxidative stress [26,27]. The trans-omic network analysis in adipocytes exposed to oxidative stress provides insight into the molecular level interactions, and thereby interpretation of the associated biochemical events and their regulation. Apart from transcriptomic analysis in adipocytes, recent studies have demonstrated alteration of signaling pathways in other cell type including aortic smooth muscle cells. As vascular smooth muscle cells (VSMCs) are involved in inflammatory responses, these studies elucidated differential expression of genes, specifically associated with vasculature changes, metabolic homeostasis, inflammatory and cellular oxidative signaling mechanisms [28,29]. Recent studies using RNA sequencing performed on adipose tissue of high fat diet (HFD) fed mice revealed the depot specific differential expression of genes involved in lipogenesis, adipogenesis, inflammation, endoplasmic reticulum (ER) stress, unfolded protein response (UPR), energy expenditure, fatty acid oxidation and oxidative phosphorylation [30]. The major pathways that were altered in HFD fed mice were integrin signaling, nuclear factor erythroid 2 – related factor 2 (NRF2)-mediated oxidative stress response, B cell receptor signaling, IL8 signaling, PI3K/AKT signaling, mTOR signaling, nerve growth factor (NGF) signaling, platelet derived growth factor (PDGF) signaling and peroxisome proliferator-activated receptor (PPAR) signaling. The early and late obesity-induced inflammatory gene profile of adipose tissue in HFD were also reported recently [26]. The major pathways found to have significant alterations were ECM receptor interaction, focal adhesion pathways, pathways linked to inflammation, including NF-κβ and TNFα signaling, chemokine signaling pathways and leukocyte trans endothelial migration pathways.

The various differentially expressed genes associated with inflammation in adipose tissue have been elucidated previously [27,31,32,33]. The major inflammatory genes like MCP-1, TNF-α, IL-6, IL-8 and IL-1B were found to be dysregulated under inflammatory condition in adipocytes. The cellular response to oxidative stress and its role in insulin resistance have been previously studied in 3T3-L1 adipocytes which demonstrate the role of major pathways including MAPK signaling, insulin signaling, TGF-β signaling, JAK/STAT signaling, adipocytokine signaling, Type II diabetes mellitus, cytokine receptor interaction and p53 signaling with significant alteration in genes [26,33]. Prior studies have demonstrated that under chronic renal failure, the retention of uremic toxins stimulate a systemic oxidative stress and inflammatory response in vivo [13,22,34]. The cumulative line of evidence also suggests a direct effect of uremic toxins, along with other bioactive ligands like oxidized LDL (oxLDL), in inducing oxidant stress and inflammation in adipocytes in vitro [2,3,35].

To better understand the molecular phenotypical changes that occur within adipocytes subjected to oxidant stress, in the present work we examined transcriptomic changes (RNAseq data analysis) in adipocytes derived from in vivo adipose tissues obtained in the context of experimental renal failure, with and without treatment with adipocyte specific expression of the NaKtide peptide known to ameliorate oxidant stress. To provide better context, this was supplemented with RNAseq analysis of the transcriptome of 3T3L1 pre-adipocytes programmed to differentiate into adipocytes that were subjected to either the putative uremic toxin, indoxyl sulfate (IS), or oxidant stress induced by exposure to oxLDL.

## 2. Results

### 2.1. In Vivo Findings

Experimental renal failure was induced by PNx, whereas sham mice were used as controls. Sham or PNx mice were transduced with adipocyte specific NaKtide or GFP (without NaKtide) expression using lentivirus, as described under Material and Methods. The changes in animal phenotype were as previously reported [13]. Briefly, experimental renal failure induced a hypertrophic, fibrotic cardiomyopathy which was exacerbated by concomitant western diet (WD) and ameliorated by adipocyte (but not skeletal muscle) specific NaKtide expression. In the current study, visceral fat was studied in only four groups (*n* = 6/group) corresponding to sham + GFP expression (Control), sham + NaKtide expression (NaKtide), PNx + GFP expression (PNx) and PNx + NaKtide expression (PNx + NaKtide).

RNAseq analysis was performed following elimination of any gene which had <11 total counts in the 24 samples, in order to reduce the effect of genes which had very low expression. This resulted in a gene expression set containing 16,057 genes. Of these, 725 were noted to be downregulated and 4766 upregulated with an unadjusted *p*-value of 0.05. Using a Benjamini–Hochberg (BH)-adjusted *p*-value of 0.1, there were 5876 genes downregulated and 1148 genes upregulated. These results are shown by volcano plots in Figure 1A for the gene set comparing PNx and Control (left panel) and PNx + NaKtide vs. PNx (right panel). Interestingly, transduction of NaKtide in the adipose tissue tends to reverse changes in the gene expression, induced by PNx. This is further illustrated by a heat map of gene expression of the top 100 down and 100 upregulated genes shown in the sham and PNx animals ± adipose NaKtide expression (Figure 1B).

When we perform over-expression analysis, we note a number of pathways that could be identified. Using a false discovery rate (BH adjusted *p*-value) threshold of 10%, the gene-ontology changes with dataset limited to 4963 differentially expressed ontology categories are shown in Figure 1C. Furthermore, restricting ourselves to an unadjusted *p*-value of <0.10 (as in Figure 1A) using Reactome database, we also found a number of pathways which were differentially affected. Of interest, class I MHC mediated antigen processing as well as ubiquitination and protein processing were identified with relatively high confidence. A dot plot of the reactome enrichment is shown in Figure 1D. Examining Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways with the same over expression analysis, we also have a number of pathways that were noted, only some of which were confirmed on the gene set enrichment analysis (GSEA) analysis also performed on the entire dataset (vida infra). Of interest because they were identified in both analyses, pathways related to ubiquitin proteolysis, cell cycle and protein processing appeared to be upregulated by experimental renal failure (Figure S1) and normalized by concomitant adipocyte specific NaKtide expression (Figure S2A–D).

The GSEA analysis also showed 115 KEGG pathways that were dysregulated by the experimental renal failure, all with an unadjusted *p*-value of <0.10. Whereas many of these pathways were related to the intermediary metabolism, there were also significant positives in signaling processes associated to the proteasome, mTOR, Hedgehog, p53, NOTCH, adipokine, PPAR, phosphoinositol, VEGF, and TGFβ signaling, peroxisome and hypertrophic cardiomyopathy. A summary of these pathways and their respective scores is provided in Table S1.

Using the topological approach, we found that the specific experiments segregated based on gene expression mostly along the lines of the experimental group assignments, with PNx having 3 out of 6 members separated out and the remaining three experiments mixed among other dendrogram cuts (Figure 2A). This was in agreement with the heat maps that were generated in these in vivo experiments (Figure 1B and Figure 2D) where these three experiments showed dramatically different gene expression patterns compared with other members of this experimental group as well as all other experiments. These three experimental animals had quite pronounced phenotypical features (Figure 2A). The power analysis suggested a soft threshold of 20 as suitable for network construction (Figure 2B), consistent with the analysis of the in vitro dataset (vida infra, Figure S8). The generation of a cluster dendrogram allowed for the identification of a number of gene groups which were found to have different degrees of correlation with in vivo phenotypical features (Figure 2C). In concordance with the phenotypical changes observed in our recently published study [13], the present transcriptomic profile showed a strong correlation with the characteristic features of experimental uremic cardiomyopathy including oxidative, inflammatory and mitochondrial changes concomitant with the dysregulation of adipose tissue Na,K-ATPase signaling. Specifically, the groups of genes that exhibited the highest absolute correlation with the 5 selected phenotypical features (myocardial performance index (MPI), relative wall thickness (RWT), ejection fraction (EF), left ventricular mass (LVM) and cardiac fibrosis) were then characterized with ORA (Figure 2D) and subsequently mapped with protein-protein interactions using the STRING database [36] and heat maps detailing selected gene expression in these different groups (Figure 2D and Figure S3A–E). When the KEGG pathway was studied, we found differential expression of various genes involved in Na,K-ATPase signaling pathway, as shown in Figure 3A,B. The validation of these findings was done using qRT-PCR. The expression levels of differentially expressed genes related to Na,K-ATPase signaling pathway including AKT, ERK, PKC, eNOS, IKK, TLR4, CDK and CREB were evaluated in the visceral adipose tissue of PNx mice. Our results from qRT-PCR were in concordance with the transcriptomic analysis as there was significant upregulation of these genes in PNx which was reverted by NaKtide transduction (Figure 3C).

### 2.2. In Vitro Findings

To further examine the molecular mechanisms, we performed experiments on 3T3L1 pre-adipocytes induced to adipogenesis. These cells were exposed to oxLDL to promote oxidant stress and IS to simulate experimental uremia, as well as concomitant treatment with pNaKtide. 

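RNA of 3T3-L1 cells, a mouse preadipocyte line kept in adipogenic medium for 5 days, was sequenced in 6 groups of 5 cultures each. The groups were control cells and cells given pNaKtide (0.7 µM), IS (100 µM), IS + pNaKtide, oxLDL (50 µg/mL) or oxLDL + pNaKtide. The paper's methods give 2 days of treatment at intervals of 24 h, and the sample labels give 5 days. The labels name 3T3 cells as source and cell line but adipose tissue in the text on RNA extraction, and the samples were taken as cells. The authors trimmed the paired-end reads, aligned them to the mouse genome GRCm38 and counted them per gene, and these counts, without normalization, were used here. The annotation release and the strand setting of the counting are not given in the sources used here. Between 6945498 and 15159877 reads per library were counted on genes, with a median of 11524210 over the 30 libraries. The median was 10873001 in control libraries (range 10104438 to 13219298) and 9606354 with pNaKtide (8384882 to 11090548). It was 14427846 with IS (11318450 to 15159877) and 12641085 with IS + pNaKtide (11514057 to 13195028). With oxLDL it was 12042406 (7903355 to 13516334), and with oxLDL + pNaKtide 10114335 (6945498 to 11534363). The counts were normalized by edgeR's TMM method, and the 6 groups were fitted together in edgeR's quasi-likelihood model, with a common biological coefficient of variation of 14.0%. A gene was called differentially expressed at a BH-adjusted p-value of 0.1, and all gene tests were two-sided. Values per gene are TMM-normalized CPM, given as mean ± SD over the 5 libraries of a group. The reading of the threshold of 14 counts, the normalization, and each library's trend of counts over GC content and gene length were among the choices that could change the numbers. The first principal component of log2 CPM over 11346 genes held 68.9% of the variance. Control replicate 1 scored -24.2 on it, inside the range of the oxLDL libraries (-38.9 to -13.7). IS replicate 4 scored 26.4, where the other IS libraries scored from -33.9 to -21.3.

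**Figure D1:**
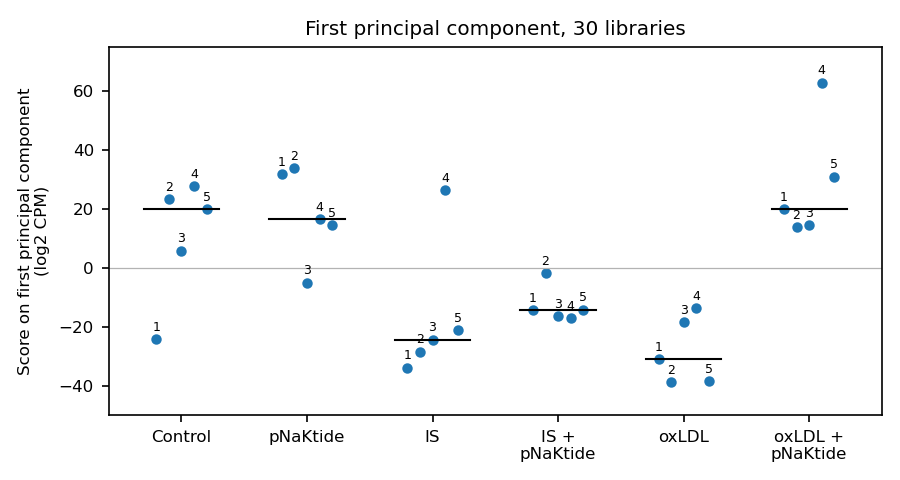
Score of each of the 30 libraries on the first principal component of log2 CPM, by group. Points are libraries, marked with the replicate number, and lines are group medians, which were 20.0 in control, 16.5 in pNaKtide, -24.4 in IS, -14.4 in IS + pNaKtide, -31.1 in oxLDL and 20.0 in oxLDL + pNaKtide libraries.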

Phenotypical changes in these cells were also reported previously [2,37].

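The count table listed 54232 genes for the 30 libraries, of which 20139 had counts summing to more than 14 over all libraries, and these entered every test. Other readings of a threshold of 14 counts kept fewer genes. More than 14 counts were found in every library for 11567 genes and in at least 5 libraries for 13935 genes, and 13351 genes had a mean above 14 counts per library.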

Notably, 11,379 genes were expressed over the threshold of 14 counts in 30 samples. Among these, 3353 genes were under and 3042 genes were over-expressed in response to treatment with oxLDL using a BH-adjusted *p*-value of 0.10 (Figure 4A). 

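In the counts, 3637 genes were higher and 3622 genes lower in oxLDL-treated than in control cells, which was 36.0% of the genes tested, and 7914 genes had an unadjusted p-value below 0.05. The median absolute log2 fold change of the genes called was 0.46, and 607 of them changed more than 2-fold. For 1681 genes, 8.35% of those tested, every oxLDL library lay above or below every control library, where chance gives 0.794%. DESeq2, the tool of the study, called 7653 genes, 6950 of them called by edgeR too. The alternative that moved the count most took each library's trend over GC content and gene length out of the fit and called 3852 genes. Scaling by library size alone moved the median log2 fold change of all genes from 0.04 to 0.17 and called 4963 genes higher and 2276 lower. Among called genes with a mean log2 CPM of at least 1 and groups that did not overlap, Zfp994, Zfp979 and Gm14124 rose most. Gm7722, Gm47381 and Gm8163 fell most. Zfp994 (ENSMUSG00000096433, chromosome 17 of GRCm38, 22197265 to 22225616) had 8.31 ± 2.68 CPM with oxLDL and 2.36 ± 0.98 CPM in control cells (SD, n = 5), a log2 fold change of 1.81 (SE 0.34, adjusted p = 0.00551 from edgeR's quasi-likelihood test with BH adjustment). Zfp979 rose by 1.64 and Gm14124 by 1.60 on the log2 scale (adjusted p = 0.00573 and 0.00933 from the same edgeR test). Gm7722 was lower, at 8.90 ± 2.14 against 19.0 ± 5.98 CPM, a log2 fold change of -1.09 (SE 0.24, adjusted p = 0.00774, edgeR). Gm47381 had 3.58 ± 0.803 against 7.24 ± 1.39 CPM, and Gm8163 changed by -0.97 on the log2 scale (adjusted p = 0.0155 and 0.00187, edgeR). Zfp994, Zfp979 and Gm14124 lie in families of near-identical genes, and Gm7722 and Gm8163 are pseudogenes, so that reads may have been split between copies and these values are uncertain. All 6 stayed past the threshold with each library left out in turn. Of 19 genes fixed by name, Tnf and Il1b had 3 counts each over the 30 libraries and were not tested. Past the threshold were 7 of the other 17 over all genes tested, and 8 adjusted over the list alone. Creb1 (ENSMUSG00000025958, chromosome 1, 64532645 to 64604548) had 26.2 ± 3.83 CPM with oxLDL and 15.5 ± 4.73 CPM in control cells, a log2 fold change of 0.75 (SE 0.19, adjusted p = 0.00865, edgeR), with 5 of 5 oxLDL libraries above the control mean. Chuk rose by 0.73, Tlr4 by 0.61 and Cd36 by 0.53 on the log2 scale, and Cdkn1a changed by -0.40 (adjusted p = 0.0205, 0.0167, 0.0109 and 0.0111, edgeR). With the GC content and length trend out, Tlr4 (0.01) and Chuk (0.31) were no longer past the threshold, and Cd36 changed sign (-0.19). Cebpa changed by -0.30 (adjusted p = 0.0451, edgeR), but by 0.03 with the trend out, and was past the threshold neither without control replicate 5 (adjusted p = 0.185, edgeR) nor without oxLDL replicate 1 (0.115). Ccl2 rose by 0.60 (adjusted p = 0.0994, edgeR), and of the 10 fits that left out a library it was past the threshold only without control replicate 2 or oxLDL replicate 4, with the largest adjusted p, 0.196, without control replicate 5. Over the alternatives Ccl2 stayed past it in 6 of 11, and with the trend out it was not. Pparg (-0.16), Adipoq (-0.20), Fabp4 (0.18), Plin1 (-0.11), Lpl (0.09), Lep (0.52), Prkca (0.23), Src (0.13), Nos3 (-0.12) and Il6 were not past it, at adjusted p-values between 0.109 and 0.873 (edgeR), and Il6, with 17 counts over the 30 libraries, was too low for its change to be read. Some of these were past it in alternatives. Prkca was in 6 of 12, DESeq2, limma-trend, filterByExpr, library size only, the replicate block and only genes over 14 counts in every library, and without control replicate 1 or oxLDL replicate 3 or 4. Pparg was in DESeq2, after thinning, with the trend out and without control replicate 1, and Adipoq also without that library. Src was with library size only, only genes over 14 counts in every library and the trend out, Lpl with library size only, and Fabp4 in DESeq2, with library size only, with only genes over 14 counts in every library and, at -0.29, with the trend out.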

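With IS, 897 genes were higher and 702 lower than in control cells, 7.94% of the genes tested, and 5036 genes had an unadjusted p-value below 0.05. Of the genes called, 159 changed more than 2-fold, and the median absolute log2 fold change was 0.48. Every IS library lay above or below every control library for 370 genes, or 1.84% of those tested. The count depended on single libraries. It was 6695 without control replicate 1 and 6901 without IS replicate 4. Without control replicates 2, 3, 4 and 5 it was 32, 306, 39 and 15, and without IS replicates 1, 2, 3 and 5 it was 34, 31, 43 and 87. DESeq2 called 3160 genes, 1490 of them shared with edgeR. With only the 10 IS and control libraries in the model, edgeR called 0 genes, at 3465 genes with an unadjusted p-value below 0.05. Scaling by library size alone moved the median log2 fold change of all genes from 0.03 to 0.14 and called 2125 genes higher and 416 lower. Col15a1 (ENSMUSG00000028339, chromosome 4 of GRCm38, 47208161 to 47313167), a collagen gene, had 18.3 ± 1.45 CPM with IS and 34.6 ± 6.63 CPM in control cells (SD, n = 5), a log2 fold change of -0.92 (SE 0.13, adjusted p = 0.00105 from edgeR's quasi-likelihood test with BH adjustment), and stayed past the threshold in all 10 fits that left out a library. Gpr35 changed by -0.96 (SE 0.19, adjusted p = 0.0178, edgeR), and by an amount past the threshold except without control replicate 5 (adjusted p = 0.104). Nectin3 had 16.5 ± 2.01 against 10.6 ± 2.07 CPM, a log2 fold change of 0.64 (SE 0.13, adjusted p = 0.0218, edgeR), but was not past the threshold without control replicate 2 (adjusted p = 0.107), control replicate 5 (0.121) or IS replicate 2 (0.120). The genes of largest change were sought among those called, with a mean log2 CPM of at least 1 and groups that did not overlap. Beside Col15a1, Gpr35 and Nectin3 they were Rnf219 (0.74), Rbbp8 (0.66) and Sez6l2 (-0.91), at adjusted p-values of 0.0639, 0.0614 and 0.0470 (edgeR). Rnf219, Rbbp8 and Sez6l2 were past the threshold in 3, 3 and 5 of the 10 fits that left out a library. Rnf219 and Rbbp8 were past it only without control replicate 1 or 3 or IS replicate 4, and Sez6l2 was not without control replicates 2, 4 and 5 and IS replicates 1 and 3, with the largest adjusted p-values 0.198, 0.198 and 0.173 (edgeR) without control replicate 4, control replicate 5 and IS replicate 1. Of the 17 genes fixed by name and tested, 4 were past the threshold over all genes and 8 adjusted over the list alone. These 4 were Cebpa (179 ± 20.5 against 246 ± 43.8 CPM, log2 fold change -0.46), Adipoq (-0.43), Cdkn1a (-0.36) and Cd36 (0.45), at adjusted p-values of 0.0487, 0.0719, 0.0742 and 0.0817 (edgeR). Cebpa and Cd36 were past it only without control replicate 1 or 3 or IS replicate 4, and Adipoq and Cdkn1a only without control replicate 1 or IS replicate 4, with largest adjusted p-values of 0.187, 0.232, 0.210 and 0.221 (edgeR). With the GC content and length trend out Cd36 changed sign (-0.06) and Cebpa (-0.24) was no longer past it. The log2 fold changes of the others, apart from Il6 with 17 counts over the 30 libraries, ran from -0.70 in Nos3 to 0.55 in Chuk, at adjusted p-values between 0.111 and 0.940 (edgeR). Of these, Chuk, Creb1, Tlr4, Pparg and Lpl were past the threshold without control replicate 1 and without IS replicate 4, Prkca without control replicate 1, Chuk and Creb1 also in DESeq2 and with the replicate block, and Lpl in 5 alternatives and Pparg in 6.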

When cells were treated with IS, 1894 genes were under and 1958 genes were over-expressed using a BH-adjusted *p*-value of 0.10 again (Figure 5A). 

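Between oxLDL + pNaKtide and oxLDL libraries, 4458 genes were higher and 5264 lower, or 48.3% of the genes tested, with 9777 genes at an unadjusted p-value below 0.05. Of the genes called, 1624 changed more than 2-fold, and for 5720 genes, 28.4% of those tested, the groups did not overlap. DESeq2 called 9643 genes, 9251 of them shared with edgeR. Scaling by library size alone moved the median log2 fold change of all genes from -0.09 to -0.30 and called 2696 genes higher and 7680 lower. Between IS + pNaKtide and IS libraries, edgeR called 0 genes, with 564 genes at an unadjusted p-value below 0.05, while DESeq2 called 14 and limma on log2(FPKM + 1) called 3. The groups did not overlap for 168 genes, 0.834% of those tested. Against control cells, 410 genes were higher and 637 lower with oxLDL + pNaKtide, and 28 higher and 44 lower with IS + pNaKtide. These numbers depended on the method, with 1821 and 1486 genes in DESeq2 and 11 and 1152 in edgeR fits of the 2 groups alone. Without 1 library they ran from 505 to 1313 (606, 686 and 505 without control replicates 3 and 5 and oxLDL + pNaKtide replicate 4) and, for IS + pNaKtide, from 2 to 21, but 5394 without control replicate 1. Genes of largest change against oxLDL were again sought among those called, with a mean log2 CPM of at least 1 and groups that did not overlap. The largest increases with oxLDL + pNaKtide were in Rn7s2 (3.24), Rn7s1 (3.22) and Gm26917 (2.01), as log2 fold changes. The largest decreases were in Gm2004 (-2.38), Zfp984 (-2.37) and Ogn (-2.15). Rn7s1 and Rn7s2 are near-identical copies, and Gm2004 and Zfp984 lie in families of such genes, so their values are uncertain. Rn7s2 had 615.0 CPM in oxLDL + pNaKtide replicate 1 and at most 76.0 CPM in the other 4 libraries of that group. Without that library Rn7s2 and Rn7s1 changed by 1.63 and Gm26917 by 1.03, all still past the threshold in edgeR. Ogn (ENSMUSG00000021390, chromosome 13 of GRCm38, 49608046 to 49624501) had 3.06 ± 1.32 CPM with oxLDL + pNaKtide and 13.9 ± 2.94 CPM with oxLDL (SD, n = 5), with an SE of 0.33 on the log2 scale and an adjusted p of 2.1e-05 from edgeR's quasi-likelihood test with BH adjustment. Of the 17 genes fixed by name and tested, 11 were past the threshold both over all genes and adjusted over the list alone. Creb1 (-1.05), Tlr4 (-1.09), Chuk (-1.11), Ccl2 (-1.23), Src (-0.32), Cd36 (-0.73) and Prkca (-0.28) were lower with oxLDL + pNaKtide than with oxLDL, and Nos3 (1.23), Adipoq (0.44), Cdkn1a (0.39) and Cebpa (0.35) were higher. With the GC content and length trend out, Cd36 (0.24), Prkca (0.14) and Cebpa (-0.08) changed sign, and Cdkn1a (0.10) was no longer past the threshold. Prkca was also not past it without oxLDL + pNaKtide replicate 3 (adjusted p = 0.122, edgeR) or replicate 5 (0.126). Lpl, at 0.01, changed by -0.21 under scaling by library size alone. With the trend out Lpl (0.40), Fabp4 (0.68) and Pparg (0.37) were past the threshold. Pparg stayed on the same side of the threshold in only 6 of 12 alternatives, and Plin1, also not called, in 9 of 12. Plin1 was past it in 1 of the 10 fits that left out a library (adjusted p = 0.0885, edgeR). None of the 17 was past the threshold between IS + pNaKtide and IS in edgeR, over all genes or adjusted over the list alone.

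**Figure D2:**
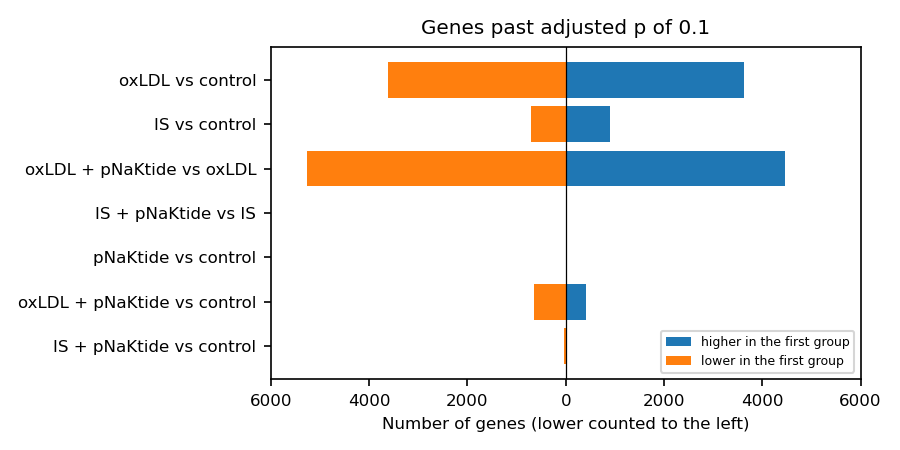
Number of genes past an adjusted p of 0.1 in each comparison (horizontal axis, number of genes), higher in the group named before vs to the right and lower to the left. The bars of oxLDL + pNaKtide vs oxLDL reach 4458 and 5264 genes, and IS + pNaKtide vs IS has 0 in edgeR, the tool of this figure, with 14 in DESeq2.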

For both oxLDL and IS, concomitant treatment with pNaKtide appeared to normalize gene expression (Figure 4A and Figure 5A).

Looking at the simple ORA with the Reactome dataset, oxLDL produced a large set (4507) of differentially expressed gene ontology processes (Figure 4B). The Reactome dataset showed particular enrichment in tyrosine kinase signaling and extracellular matrix pathways (Figure 4C). 

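Over-representation was tested with the Reactome sets of mouse genes that come with the fgsea package, by a one-sided Fisher's exact test. The background was the 4827 tested genes found in any set, 2143 of them called with oxLDL, and 856 sets of 10 to 500 genes were tested with BH adjustment over the sets. With oxLDL, 48 sets passed an adjusted p of 0.1, and the strongest was Translation, with 115 of its 152 genes called where 67.5 were expected (adjusted p = 1.5e-12, Fisher's exact test). Sets of tyrosine kinase signaling were not among them. Signaling by PDGF had 53 of 137 genes called with 60.8 expected, Signaling by EGFR 57 of 133 with 59.0 expected, and Signaling by VEGF 40 of 89 with 39.5 expected (adjusted p = 1, 1 and 0.985, Fisher's exact test). ECM proteoglycans had 14 of 55 genes called with 24.4 expected (adjusted p = 1, Fisher's exact test). With all tested genes as background, 245 sets passed, and with only genes over 14 counts in every library, 19 did. Lists of genes fixed before the counts were seen were also tested with camera, at an inter-gene correlation of 0.01. Of 87 receptor tyrosine kinases and adaptors, 22 were called higher and 13 lower (36 adjusted over the list alone), at a median log2 fold change of 0.13 (adjusted p = 0.431, limma's camera). Yes1, a Src family kinase, rose from 11.2 ± 4.79 to 23.1 ± 4.99 CPM, a log2 fold change of 1.05 (SE 0.23, adjusted p = 0.00783, edgeR's quasi-likelihood test). Of 70 genes of ECM-receptor interaction, 10 were called higher and 13 lower (22 adjusted over the list alone), with camera's direction down and a median of 0.01 (adjusted p = 0.786, limma's camera). Sdc1 in that list changed by -0.40 on the log2 scale (SE 0.09, adjusted p = 0.00812, edgeR). For 32 collagen genes the median was -0.02 (adjusted p = 0.431, limma's camera), with 1 called higher and 8 lower and 9 past the threshold adjusted over the list alone.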

When the KEGG dataset was queried, we found several upregulated pathways of interest including the ubiquitin mediated proteolysis pathway (Figure S4A) which was normalized by pNaKtide treatment (Figure S4B).

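A list of 125 tested genes of ubiquitin mediated proteolysis, written from general knowledge of the pathway, had a median log2 fold change of 0.10 with oxLDL, with 75 genes higher and an adjusted p of 0.405 in camera. Of its members, 43 were called higher and 29 lower, and 78 were past the threshold adjusted over the list alone. Over-representation of called genes was not tested for this list. Wwp2 had the smallest adjusted p among members that fell, with 37.0 ± 4.75 CPM against 52.2 ± 5.98 CPM in control cells, a log2 fold change of -0.50 (SE 0.11, adjusted p = 0.00774, edgeR's quasi-likelihood test). Ube2d3 rose by 0.48 (SE 0.11, adjusted p = 0.00783, edgeR), but changed by -0.21 with the GC content and length trend out. Between oxLDL + pNaKtide and oxLDL the list's median was -0.17, with 33 members called higher and 56 lower (96 adjusted over the list alone), at an adjusted p of 0.281 in camera and 0.00335 in fry. Ppil2 rose by 0.56 and Itch changed by -0.96 on the log2 scale (adjusted p = 2.6e-05 and 1.5e-05, edgeR). With the trend out, limma's camera's direction changed to down with oxLDL (adjusted p = 0.0569) and to up with oxLDL + pNaKtide against oxLDL (adjusted p = 0.00395).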

When we performed similar analysis of IS, the effects on gene expression seemed quite similar to that observed with oxLDL as illustrated in the volcano plot of Figure 5A. However, surprisingly, we identified far fewer pathways by simple overexpression analysis compared to our findings with oxLDL. 

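Across the genes tested, the log2 fold changes with IS and with oxLDL, both against the same 5 control libraries, correlated with a Pearson r of 0.728 and a Spearman rho of 0.772, where genes are not independent replicates. Simulated groups with no change, set against the same controls, gave a median Pearson r of 0.553 (0.525 to 0.577) and a Spearman rho of 0.472. With the control libraries divided between the comparisons, Pearson's r was 0.241 on average over 20 assignments (0.119 to 0.314), and Spearman's rho 0.442. Among genes over 14 counts in every library Pearson's r was 0.927, or 0.773 on average with the controls divided (0.405 to 0.885). Of the genes called, 1421 were called with both IS and oxLDL, all in the same direction. This number was 6083, 26, 285, 27 and 10 without control replicates 1 to 5, 27, 26, 36, 5840 and 71 without IS replicates 1 to 5, and 956 to 1428 without single oxLDL libraries. The shared direction arises from shared controls without any effect, as genes at an unadjusted p-value below 0.05 in both comparisons went the same way in 99.5% of cases in simulated data with no change (97.5 to 100), against 99.95% of 4183 genes here. Directly between IS and oxLDL, 3 genes were past the threshold in edgeR and 41 in DESeq2, with 1047 genes at an unadjusted p-value below 0.05. These 3, named after their values were seen, were Rasl11a (log2 fold change 0.84), Sptlc3 (0.70) and Rasd1 (-0.81), each at an adjusted p of 0.0972 in edgeR's quasi-likelihood test. The number of genes was not stable. It was 0 to 2 with single libraries left out and 0 in the fit of the 2 groups alone, and stayed within 1.5-fold in 4 of 13 alternatives. In camera, 6 of the 24 lists were lower with IS than with oxLDL, with no member gene called over all genes, and fry, fgsea and the other alternatives were not run on lists for this comparison. They were ECM-receptor interaction (median log2 fold change -0.10, 24 of 70 genes higher), collagen genes (-0.11, 11 of 32) and receptor tyrosine kinases and adaptors (-0.10, 25 of 87), at adjusted p = 0.0167, 0.0167 and 0.0188 (limma's camera), and adipocyte genes (-0.05, 13 of 30), TGFβ signaling (-0.08, 23 of 77) and protein processing in the endoplasmic reticulum (-0.03, 60 of 155), at adjusted p = 0.0538, 0.0559 and 0.0811. Adjusted over each list alone, 1, 2, 1, 2, 0 and 0 of their genes were past the threshold.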

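With IS, 8 of the 856 Reactome sets passed an adjusted p of 0.1 in Fisher's exact test, with 470 of the background genes called. The number depended on single libraries, with 38 sets without control replicate 1 and 44 without IS replicate 4, but 0 without control replicate 2, 4 or 5 or IS replicate 1, 2 or 3. Whether the numbers of sets differ between IS and oxLDL was not tested. With all tested genes as background, 21 sets passed.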

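The Reactome sets past the threshold with IS concerned glucose metabolism, collagen, laminin and scavenger receptors. Gluconeogenesis had 13 of 31 genes called with 3.02 expected, and Collagen biosynthesis and modifying enzymes 16 of 46 with 4.48 expected (adjusted p = 0.00136 for both, Fisher's exact test). The others were Collagen formation, Glucose metabolism, Glycolysis, Assembly of collagen fibrils, Binding and uptake of ligands by scavenger receptors, and Laminin interactions, with adjusted p-values from 0.00323 to 0.0271 in the same Fisher's exact test.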

With gene ontology, only 31 pathways were noted, and with the Reactome dataset query, no pathways were identified (Figure 5B). 

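Lists of pathway members written from general knowledge were tested with camera between IS and control cells. Over-representation of called genes was not tested for these lists. Regulation of lipolysis had a median log2 fold change of -0.06 over 44 genes, with 20 genes higher (adjusted p = 0.214, limma's camera, direction down). Of its members 3 were called higher and 5 lower, and 16 were past the threshold adjusted over the list alone. Mgll changed by -0.57 (SE 0.11, adjusted p = 0.0173, edgeR's quasi-likelihood test), and was not past the threshold without control replicate 5 (adjusted p = 0.104). ECM-receptor interaction had a median of -0.11 over 70 genes, with 28 higher (adjusted p = 0.0142, limma's camera, direction down). In that list 2 genes were called higher and 13 lower, and 18 adjusted over the list alone. The list was not past the threshold in limma's camera without control replicate 1 (adjusted p = 0.119), and fgsea gave the opposite direction (adjusted p = 1). Col6a2 had 1883 ± 545 CPM with IS and 3026 ± 444 CPM in control cells, a log2 fold change of -0.68 (SE 0.16, adjusted p = 0.0447, edgeR). Chad, which rose by 2.88 (SE 0.74, adjusted p = 0.0545, edgeR), had only 0.336 ± 0.184 against 0.0353 ± 0.0486 CPM. The 32 collagen genes had a median of -0.15, with 1 called higher and 10 lower (16 adjusted over the list alone), at an adjusted p of 0.0022 in camera. Protein processing in the endoplasmic reticulum had a median of -0.06 over 155 genes, with 63 higher (adjusted p = 0.112, limma's camera, direction down). This list was past the threshold, lower with IS, in 5 of the 10 fits without 1 library, those without control replicate 2, 4 or 5 or IS replicate 3 or 5. In it 12 genes were called higher and 18 lower, and 53 adjusted over the list alone. Sec62 rose by 0.50 and Hyou1 changed by -0.29 on the log2 scale (adjusted p = 0.0470 and 0.0489, edgeR). Col6a2 and Sec62 were past the threshold only without control replicate 1 or 3 or IS replicate 4 or 5, Hyou1 only without control replicate 1 or 4 or IS replicate 4 or 5, and Chad only without control replicate 1 or IS replicate 3 or 4, with largest adjusted p-values of 0.167, 0.167, 0.187 and 0.20 (edgeR). Sec62 rose by 0.12 with the GC content and length trend out, no longer past it. With the trend out, the lipolysis and endoplasmic reticulum lists were past the threshold, lower with IS (adjusted p = 0.0237 and 3.0e-05, limma's camera).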

Querying the KEGG pathway dataset, lipolysis, ECM-receptor interaction and protein processing in the endoplasmic reticulum were notably increased (Figure S5A). Again, concomitant pNaKtide treatment ameliorated the changes induced by IS as evidenced for the ECM-receptor interaction in Figure S5B.

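Between IS + pNaKtide and IS cells the ECM-receptor interaction list had a median log2 fold change of -0.09, with 22 of 70 genes higher and an adjusted p of 0.0256 in camera, the same direction as its change with IS. No member was past the threshold in edgeR, over all genes or adjusted over the list alone. The list was past it in limma's camera neither without IS replicate 4 (adjusted p = 0.183) or 5 (0.436) nor without IS + pNaKtide replicate 3 (0.182) or 4 (0.285). The call held in only 2 of 5 alternatives, and neither under fry (adjusted p = 0.920) nor under fgsea (0.440). Itga7 had the smallest p among members that rose, at 32.9 ± 3.27 CPM with IS + pNaKtide and 27.4 ± 1.27 CPM with IS, a log2 fold change of 0.26 (SE 0.11, adjusted p = 1, edgeR's quasi-likelihood test), with 5 of 5 libraries above the IS mean. Chad changed by -1.53 (SE 0.58, adjusted p = 1, edgeR).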

When GSEA was performed utilizing both the gene name and log_2_ fold change from control, we observed that 97 and 106 KEGG gene pathways were differentially regulated in the oxLDL and IS groups, respectively, all with unadjusted *p*–values of <0.1. These are summarized in Tables S2 and S3, for oxLDL and IS, respectively. 

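Gene set enrichment on log2 fold changes was run with fgsea on 24 lists of pathway members, and the KEGG gene sets themselves were not used here. At an unadjusted p-value below 0.1, 4 lists differed with oxLDL and 6 with IS. With oxLDL these were oxidative phosphorylation, the proteasome and the oxidative stress response (Nrf2 targets), all lower, and the intestinal immune network for IgA production, which was higher. With IS the collagen genes and the adipocyte genes were lower as well. After BH adjustment over the 24 lists, 1 list was past 0.1 with oxLDL and 3 with IS.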

The overlap between the in vivo and IS group was 70 pathways (Figure 6A) and between the in vivo and oxLDL group it was 71 (Figure 6B). The oxLDL and IS shared 95 out of 97 pathways identified for the oxLDL group (Figure 6C). 

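Of the 24 lists tested with fgsea, all 4 that differed with oxLDL at an unadjusted p-value below 0.1 also differed with IS, in the same direction. The rank statistics share the 5 control libraries.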

The overlap between all three groups was 64 shared pathways (Figure 6D). This is shown graphically in Figure 6. From the shared in vitro pathways, we chose to focus on eight specific pathways whose protein–protein interactions are detailed in Figure 7. 

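In camera, 4 of the 24 lists differed between oxLDL and control cells and 7 between IS and control cells, all lower with the treatment. None of these calls held under fry, while 1 and 3 of them held under fgsea. The call of the adipocyte genes with oxLDL also did not hold in 3 of the 10 fits without 1 library. Of lists for the pathways of Figure 7, that of oxidative phosphorylation was among them with both treatments and that of PPAR signaling with IS. Calcium signaling, with 114 genes tested, had a median log2 fold change of 0.01 with oxLDL, against a camera direction of down, and of -0.04 with IS (adjusted p = 0.955 and 0.492, limma's camera). In it 31 genes were called with oxLDL and 6 with IS, or 26 and 11 adjusted over the list alone. Dilated cardiomyopathy and hypertrophic cardiomyopathy, with 63 genes tested in each list, had medians of 0.06 and 0.06 with oxLDL (adjusted p = 0.976 and 0.869, limma's camera) and 0.01 and 0.04 with IS, against a camera direction of down (adjusted p = 0.433 and 0.674). With oxLDL 23 and 24 of their genes were called and with IS 5 and 5, the same numbers as adjusted over each list alone. Of 100 splits of the libraries, 45 for oxLDL and 29 for IS called as many lists in camera as the real split. Chance can therefore not be excluded for the numbers of lists.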

We also show the heat maps of genes involved in these pathways in Supplemental Figure S7A–H. We observed that both IS and oxLDL induced similar degrees of up and downregulation, both of which were normalized by concomitant pNaKtide treatment in these gene sets. 

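Between oxLDL + pNaKtide and oxLDL cells, 9 of the 24 lists were past the threshold in camera, and all 9 calls held under fry and 4 under fgsea. Between IS + pNaKtide and IS cells, 6 were past it in camera, and none of these held under fry or fgsea. Of 100 splits of the libraries, 17 for oxLDL + pNaKtide against oxLDL and 39 for IS + pNaKtide against IS called as many lists as the real split. Chance can therefore not be excluded for these numbers of lists. Of the 4 lists lower with both IS and oxLDL in camera, all rose in oxLDL + pNaKtide against oxLDL, but in IS + pNaKtide against IS only oxidative phosphorylation and the adipocyte genes were past the threshold. The adipocyte genes rose by a median of 0.33 against oxLDL and 0.09 against IS (adjusted p = 8.5e-05 and 0.00342, limma's camera), but against IS they were not past the threshold without IS replicate 5 or IS + pNaKtide replicate 3 or 4. The calcium signaling, dilated cardiomyopathy and hypertrophic cardiomyopathy lists were not past the threshold in either comparison (adjusted p between 0.526 and 0.864, limma's camera). In the direct test of whether pNaKtide acted differently with IS than with oxLDL, 3094 genes were past the threshold with a more positive and 2800 with a more negative change under IS (edgeR, 6975 genes at an unadjusted p-value below 0.05). Their sum was 3550 with the GC content and length trend out, 3790 without IS replicate 4 and 3875 without oxLDL + pNaKtide replicate 4.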

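Between cells given pNaKtide alone and control cells, edgeR called 1 gene, with 1233 genes at an unadjusted p-value below 0.05, while DESeq2 called 57. The groups did not overlap for 188 genes, 0.934% of those tested. The gene was Clca3a1 (ENSMUSG00000056025, chromosome 3 of GRCm38, 144729677 to 144760977), at 53.0 ± 5.87 CPM with pNaKtide and 81.0 ± 13.5 CPM in control cells (SD, n = 5). Its log2 fold change was -0.61 (SE 0.11, adjusted p = 0.0814 from edgeR's quasi-likelihood test with BH adjustment), and 0 of 5 pNaKtide libraries lay above the control mean. With each library left out in turn its log2 fold change stayed between -0.68 and -0.51, and it was past the threshold only without control replicate 4 or 5 or pNaKtide replicate 3, with the largest adjusted p, 0.71, without pNaKtide replicate 2. None of the 17 genes fixed by name was past the threshold in edgeR, over all genes or adjusted over the list alone.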

We also note that when comparing pNaKtide alone to the control group, there were few differences in gene expression.

Although other differences certainly exist between oxLDL and IS treated cells, it is evident that one of the differences is that IS treated cells do not accumulate lipid well whereas oxLDL cells have greater lipid content than control 3T3L1 pre-adipocytes subjected to adipogenic media. Interestingly, although animals with experimental renal failure have metabolic syndrome which worsens with a western diet [38,39,40], these animals do not gain weight on this diet. Ergo, it is possible that one of the seven pathways identified in IS treated cells and adipose tissues from animals with experimental renal failure not seen in oxLDL treated cells may explain a shift in this phenotypical feature. Specifically, these pathways include the proteasome, p53 signaling pathway, retinol metabolism, TCA cycle, drug metabolism and other enzymes, intestinal immune network and folate biosynthesis (Figure S7A). However, when one examines the detailed heat maps of these specific gene expression patterns (Figure S7B–H), it appears that experimental noise is a more likely explanation for the differences between IS and oxLDL rather than a true difference in pathway activation or inhibition.

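Lists of the 7 pathways were tested with camera. The proteasome list was lower with both treatments, by medians of -0.21 over 43 genes with oxLDL and -0.14 with IS (adjusted p = 0.00723 and 0.00872, limma's camera). With oxLDL 25 of its genes were called, 26 adjusted over the list alone, and with IS 1 and 0. The proteasome call with oxLDL did not hold with only genes over 14 counts in every library (adjusted p = 0.253, limma's camera). No other list of the 7 was past the threshold with either treatment. With the GC content and length trend out, however, retinol metabolism was lower with oxLDL and IS (adjusted p = 0.0723 and 0.0778, limma's camera), and the TCA cycle and drug metabolism with IS (adjusted p = 0.0143 and 0.0530). The TCA cycle was also past the threshold with IS without control replicate 1 or IS replicate 3. The p53 signaling list, with 62 genes, had medians of 0.18 and 0.09 with oxLDL and IS (adjusted p = 0.284 and 0.393, limma's camera), with 37 and 4 genes called and 40 and 4 adjusted over the list alone. For retinol metabolism, with 30 genes, the medians were -0.10 and -0.06 (adjusted p = 0.405 and 0.433, limma's camera), and for the TCA cycle, with 29 genes, -0.03 and -0.06 (adjusted p = 0.546 and 0.196). Drug metabolism by other enzymes had medians of -0.09 and -0.06 over 31 genes (adjusted p = 0.405 and 0.239, limma's camera), and folate biosynthesis -0.10 and -0.03 over 15 genes (adjusted p = 0.786 and 0.956). The intestinal immune network for IgA production had medians of 0.36 and 0.15 over 23 genes (adjusted p = 0.838 and 0.629, limma's camera). Adjusted over each list alone, 4, 21, 5, 3 and 8 genes of the retinol, TCA, drug, folate and IgA lists were past the threshold with oxLDL and 5, 12, 3, 0 and 4 with IS. Over all genes tested, edgeR called 6, 15, 7, 3 and 8 of them with oxLDL and 3, 3, 3, 0 and 2 with IS. Directly between IS and oxLDL, none of the 7 lists was past the threshold (adjusted p between 0.130 and 0.888, limma's camera).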

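Among the 7259 genes called with oxLDL, 98.6% changed in the opposite direction between oxLDL + pNaKtide and oxLDL, and 85.2% were called in that opposite direction. The median share of the oxLDL change that was taken back was 124%, and 0.937% of these genes were still called the same way between oxLDL + pNaKtide and control cells. The same oxLDL libraries enter both differences, so opposite signs arise without any effect, and simulated data in which pNaKtide did nothing gave 60.7% opposite signs (59.3 to 61.8), 0% called opposite, 7.89% taken back and 75.2% still called. With the oxLDL libraries divided between the comparisons, 97.0% had the opposite sign on average (92.5 to 100). When the real libraries were assigned to the 3 groups at random, assignments that called any gene had a median share of 99.1%. The real assignment had 98.9% in this test. The share of opposite signs alone, set against the simulated data, therefore does not show an effect of pNaKtide. Among the 1599 genes called with IS, 87.6% changed in the opposite direction between IS + pNaKtide and IS, and 0% were called in that direction. The median share taken back was 21.1%, and 3.75% were still called between IS + pNaKtide and control cells. Simulated data in which pNaKtide did nothing gave 66.0% opposite signs (64.2 to 67.4), 11.8% taken back and 66.5% still called. With the IS libraries divided between the comparisons, 61.1% had the opposite sign on average, but from 13.6 to 100 between divisions. Random assignments for IS that called any gene had a median share of 95.9%, against 87.4% for the real one, so the same limit holds. The share for IS was 74.5% without control replicate 1, and 93.5%, 95.3% and 94.8% without IS replicates 2, 3 and 4. The share of genes still called with IS + pNaKtide hung on single libraries, at 68.3% without control replicate 1, where 12.1% was taken back, both near the values simulated with no effect. It was 6.25%, 2.94%, 20.5% and 26.7% without control replicates 2 to 5, 55.9%, 48.4%, 39.5%, 17.8% and 32.2% without IS replicates 1 to 5, and 0.910%, 1.41%, 0.176%, 0.977% and 0.194% without IS + pNaKtide replicates 1 to 5, and 36.3% was taken back without IS replicate 4. In DESeq2 35.2% were still called, with the GC content and length trend out 29.4%, and with only genes over 14 counts in every library 11.2%.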

As indicated earlier, concomitant treatment of 3T3L1 cells with pNaKtide reversed most of the gene expression changes induced by either oxLDL or IS. However, pNaKtide alone resulted in very little change in gene expression compared to baseline in the cells not exposed to either oxLDL or IS. This can be seen in the collection of heat maps performed on the major signaling pathways that were differentially regulated in all three sets of experimental samples (Figures S3A–E, S6A–H and S7B–H). This was, of course, evident in the top 100 up and downregulated genes seen from the adipose tissue from animals with experimental renal failure (Figure 1B).

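In camera, 16 of the 24 lists differed between pNaKtide alone and control cells, 7 higher and 9 lower, of which 7 held under fry and 5 under fgsea. Their changes were small. Oxidative phosphorylation rose by a median of 0.12 on the log2 scale, with 89 of 107 genes higher (adjusted p = 2.7e-12, limma's camera), and ECM-receptor interaction changed by -0.20, with 13 of 70 genes higher (adjusted p = 1.2e-06, limma's camera). The collagen genes changed by -0.22, with 2 of 32 higher (adjusted p = 4.6e-06, limma's camera). Without control replicate 1, 9 lists were past the threshold. Of 100 splits of the 10 libraries, the real one included, 10 called as many lists as the real one. The median of the others was 7 lists and the highest 18. Camera thus called lists in random splits too, and chance cannot be excluded for the number of 16. The change with pNaKtide was tested directly against its change in treated cells. In oxLDL-treated cells it differed from that in control medium for 4951 genes, and in IS-treated cells for 0 genes, with 6494 and 619 genes at an unadjusted p-value below 0.05 (edgeR), and DESeq2 called 5876 and 0. The number in oxLDL-treated cells was 2212 with the GC content and length trend out, 2707 at an adjusted p of 0.05, 7515, 3155 and 2989 without control replicates 1, 2 and 4, 2529 without oxLDL + pNaKtide replicate 4 and 2116 without pNaKtide replicate 3. The paper writes that pNaKtide turned back most changes made by oxLDL or IS while changing little in cells exposed to neither, and points to heat maps of the major signaling pathways.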

When we separated the in vitro set into an IS and oxLDL set, we noted that a soft threshold (power) of 20 allowed for a plateau in topological measurements (Figure S8). We noted the consensus gene dendrogram indicated strong similarity between the datasets (Figure 8A). This was confirmed by the groupings of the gene groups, the comparison of eigengene and group module characteristics with an overall similarity of 0.95 (Figure 8B). 

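A comparable measure was computed from the counts, since the package of the study was not used here. The 20 libraries of the IS set and the 20 of the oxLDL set, which share the control and pNaKtide libraries, were joined in a consensus topological overlap at a power of 20 over the 3000 most variable genes, and the tree was divided into 50 branches, keeping modules of at least 30 genes. This gave 1 module of 2760 genes, and a similarity of eigengene networks needs at least 2. With 100 branches there were 5 modules and a similarity of 0.928, where permuting the libraries of each module in 1 set gave 0.874 on average (0.819 to 0.933). With replicate 1, 2, 3 or 5 left out of every group the similarity was 0.862, 0.938, 0.865 or 0.933, and with replicate 4 left out there was again 1 module. The values lay inside the range that permuted libraries gave. With only the libraries that the sets do not share there was also 1 module, of 2433 genes.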

Comparing the combined in vitro set with the in vivo data previously discussed, similarities were also noted on the consensus dendrogram along with the eigengene and group module characteristics (Figure 8C). We note that overall similarity was 0.76 which, although still high, but clearly less than the in vitro response of adipocytes to IS and oxLDL (Figure 8D).

## 3. Discussion

We have recently reported that adipocyte-specific expression of NaKtide can ameliorate many aspects of experimental uremia including systemic oxidant stress, systemic and local cytokine elevations as well as the morphological, biochemical and functional alterations that are characteristic of uremic cardiomyopathy. With this background, we identified a large number of alterations in gene expression by RNAseq performed on RNA isolated from the visceral adipose tissue of mice with experimental renal failure using ORA and GSEA methodologies. Tremendous similarities were noted in gene expression changes induced by PNx in vivo compared with either IS or oxLDL treatment on cultured adipocytes in vitro. Most of these alterations were ameliorated by a blockade of the adipocyte Na,K-ATPase oxidant amplification loop by adipocyte specific expression of NaKtide in vivo or the pNaKtide treatment in 3T3L1 adipocytes in vitro. The in vivo changes in gene expression were highly correlated with a number of in vivo phenotypical features which we had previously reported [13]. Marked similarities in the patterns of gene dysregulation were noted by employing topological strategies, comparing the in vivo vs. in vitro datasets or between IS and oxLDL perturbations in the 3T3-L1 adipocytes.

Our findings with oxidative stress were in concordance with previous studies in murine HFD models or 3T3-L1 adipocytes, which reported consistent changes in gene expression which were associated with changes in adipocyte function [26,27,30,41]. As noted in the present study, several biological processes and signaling pathways were modulated in response to both oxLDL and IS in vitro and to experimental renal failure in vivo. In particular, marked changes in PPARγ signaling were noted in both in vitro and in vivo models as has been noted by Kim and coworkers [42]. 

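A list of PPAR signaling with 67 genes tested had a median log2 fold change of -0.09 with oxLDL (adjusted p = 0.284, limma's camera) and of -0.10 with IS, with 25 genes higher (adjusted p = 0.0204, limma's camera). With oxLDL 8 of its genes were called higher and 19 lower, and with IS 2 and 8, or 28 and 12 genes adjusted over the list alone. Slc27a4, a fatty acid transporter in the list, had 97.1 ± 10.6 CPM with oxLDL and 157 ± 27.7 CPM in control cells (SD, n = 5), a log2 fold change of -0.70 (SE 0.14, adjusted p = 0.00683 from edgeR's quasi-likelihood test with BH adjustment). Pck2 changed by -0.53 with IS (adjusted p = 0.0443, edgeR), and was past the threshold only without control replicate 1 or 3 or IS replicate 4 or 5, with a largest adjusted p of 0.167 (edgeR) without control replicate 5. Pparg itself changed by -0.23 with IS and was not past the threshold (adjusted p = 0.111, edgeR), but it was in 6 of 12 alternatives, DESeq2, limma-trend, filterByExpr, the replicate block, only genes over 14 counts in every library and the GC content and length trend out, and without control replicate 1 (adjusted p = 0.0153, edgeR) or IS replicate 4. Between oxLDL + pNaKtide and oxLDL the list rose by a median of 0.10 and between IS + pNaKtide and IS by 0.06 (adjusted p = 0.161 and 0.0256, limma's camera), but fgsea gave the opposite direction for both (adjusted p = 0.999 and 1), and the call for IS + pNaKtide was lost without IS replicate 5 or IS + pNaKtide replicate 3 or 4. With the GC content and length trend out, the list was past the threshold also with oxLDL, where it was lower, and in oxLDL + pNaKtide against oxLDL, where it was higher (adjusted p = 0.0723 and 0.0295, limma's camera). It was past it with oxLDL also without control replicate 2, and in oxLDL + pNaKtide against oxLDL also under fry and without oxLDL replicate 3 or oxLDL + pNaKtide replicate 4.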

Recent reports have demonstrated altered gene regulation of mediators involved in PPAR signaling in 3T3-L1 cells under oxidative stress conditions [26,43,44]. Similarly, large scale dysregulation of genes in response to oxidative stress in all three models were noted in pathways related to lipid metabolism, mitochondrial biogenesis and anti-oxidant defense as well as the JAK-STAT, TGFβ and cytokine signaling pathways. 

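In the 3T3-L1 cells, JAK-STAT signaling had a median log2 fold change of 0.11 over 97 genes with oxLDL and 0.07 with IS, TGFβ signaling 0.06 and 0.04 over 77 genes, and cytokine-cytokine receptor interaction 0.11 and 0.07 over 126 genes. None of the 3 lists was past the threshold in limma's camera with oxLDL (adjusted p = 0.433, 0.405 and 0.433) or with IS (adjusted p = 0.646, 0.818 and 0.818). Their genes called with oxLDL numbered 34, 32 and 29, and 34, 34 and 25 adjusted over the list alone, while with IS these were 7, 9 and 7, and 7, 13 and 6. Lifr rose by 0.70, Bmpr1a by 0.61 and Tnfrsf1a changed by -0.43 with oxLDL (adjusted p = 0.0100, 0.00866 and 0.00783, edgeR). Between oxLDL + pNaKtide and oxLDL all 3 lists were lower (adjusted p = 0.00603, 0.00346 and 0.0202, limma's camera), by medians of -0.26, -0.21 and -0.22, which fgsea did not call. The oxidative stress response list (Nrf2 targets) had medians of -0.20 with oxLDL and -0.16 with IS over 33 genes (adjusted p = 0.0365 and 0.0142, limma's camera), with 16 and 2 genes called and 22 and 13 adjusted over the list alone. The 30 adipocyte genes had medians of -0.19 and -0.23 (adjusted p = 0.0515 and 8.0e-06, limma's camera), with 12 and 9 genes called and 13 and 19 adjusted over the list alone. The adipocyte call with oxLDL held with the replicate block, but not under fry or fgsea, with only genes over 14 counts in every library, with the GC content and length trend out (adjusted p = 0.277, limma's camera), or without control replicate 3 or 5 or oxLDL replicate 1, while the call with IS was lost only under fry. The call of the oxidative stress response with oxLDL did not hold under fry or fgsea, with only genes over 14 counts in every library, or without control replicate 3, and with IS not under fry or with only those genes.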

The bioactive mediators involved in the regulation of these pathways have been previously shown to stimulate oxidative stress and inflammation under diseased conditions with their role in alteration of adipocyte phenotype [45,46,47,48]. Similar findings were recently reported in genome wide transcriptomic analysis in 3T3-L1 adipocytes which demonstrated enrichment of these KEGG pathways in early and late response to oxidative stress and insulin resistance [26]. Oxidative phosphorylation is implicated in several biological and cellular processes including oxidative stress, mitochondrial metabolism, fatty acid metabolism, lipid homeostasis, fatty tissue inflammation and adipose tissue function [49,50,51]. A recent study reported enrichment of these important metabolic pathways in the white adipose tissue of mice fed a high fat diet [26,52]. These findings were in concordance with our in vitro and in vivo transcriptomic analyses, which caused differentially expressed genes in oxidative phosphorylation pathway under uremia or oxidative stress. 

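In the 3T3-L1 cells, the oxidative phosphorylation list was lower with oxLDL by a median of -0.25 over 107 genes, with 7 genes called higher and 52 lower (adjusted p = 4.4e-05, limma's camera), and 62 past the threshold adjusted over the list alone. With IS its median was -0.17, with 28 genes higher (adjusted p = 1.1e-05, limma's camera), but only 4 genes were called, and 0 adjusted over the list alone. Ndufa3 (ENSMUSG00000035674, chromosome 7 of GRCm38, 3617373 to 3620327), a subunit of complex I, had 62.5 ± 8.44 CPM with oxLDL and 95.2 ± 13.3 CPM in control cells (SD, n = 5), a log2 fold change of -0.61 (SE 0.14, adjusted p = 0.00783 from edgeR's quasi-likelihood test with BH adjustment). Cox17, which delivers copper to cytochrome c oxidase, rose by 0.40 (SE 0.12, adjusted p = 0.0166, edgeR), but by 0.10, not past the threshold, with the GC content and length trend out. Uqcrc1 changed by -0.36 with IS (adjusted p = 0.0800, edgeR), past the threshold only without control replicate 1 or IS replicate 4, with a largest adjusted p of 0.223 (edgeR) without IS replicate 1. Between oxLDL + pNaKtide and oxLDL the list rose by a median of 0.41, with 72 genes called higher and 3 lower (adjusted p = 9.9e-14, limma's camera). Between IS + pNaKtide and IS it rose by 0.04, with 73 genes higher (adjusted p = 0.0256, limma's camera), a call that did not hold under fry or fgsea, with the GC content and length trend out (adjusted p = 0.153), or without IS replicate 1 (0.322), 2 (0.165) or 5 (0.634) or IS + pNaKtide replicate 2 (0.106), 3 (0.268) or 4 (0.249).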

In the cardiovascular system, oxidative stress stimulates pathways associated with cardiac hypertrophy that leads to pathological remodeling of the myocardium, impaired systolic function, fibroblast stimulation and the activation of metalloproteinases, ultimately resulting in chronic heart failure [53]. The oxidative stress and inflammation associated adipocyte dysregulation and the contribution of the adipose-derived signaling molecules to the progression of cardiomyopathy have been examined recently [54,55]. Recent findings from our laboratory also established the crucial role of adipocyte function in the pathophysiology of uremic cardiomyopathy [13]. It is of interest that many pathways associated with pathology in other organs (especially the heart) were noted in our analysis. Hence, the link between adipose tissues and systemic disorders evoking cardiac pathology seems strong.

Even though we are talking about a large number of molecular phenotypical alterations, it appears that cellular oxidant stress is a simple and profound root cause of many of these alterations. This is evidenced by the similarity of the in vivo changes to that produced in vitro as well as the success of targeting Na,K-ATPase oxidant amplification in both settings. Along these lines, while a plethora of abnormalities may be identified within the remarkable symptom complex of uremia, it appears that oxidant stress in general and, perhaps more importantly, such oxidant stress occurring within adipocytes may be a simple and effective target to focus therapeutic efforts on.

## 4. Materials and Methods

### 4.1. Experimental Design for In Vivo Studies

All animal studies were approved (IACUC No.: 11417053; Approval Date: 1 May 2019) by the Marshall University Animal Care Committee in accordance with the National Institutes of Health (NIH) Guidelines for Care and Use of Laboratory Animals. Male C57Bl6 mice (10–12 weeks old) were purchased from Hilltop Laboratory (Scottdale, PA, USA). Upon arrival to the Robert C. Byrd Biotechnology Science Center Animal Research Facility, mice were housed in a pathogen-free animal facility in designated rooms equipped with cages that supplied purified air under a 12-h light/dark cycle. Mice were fed a normal chow diet with ad libitum access to water. To mimic uremic cardiomyopathy, 5/6-nephrectomy (PNx) surgeries were performed on these mice as described previously [13]. Briefly, the PNx model uses a two-step surgical approach. The first step is to surgically ligate the superior and inferior poles of the left kidney so only one-third of the left kidney mass is functional. The second step is to remove the right kidney 7 days post-ligation. For sham controls, the two-step surgical procedure was repeated without ligation of the left kidney and removal of the right kidney.

Lentiviral vectors expressing either GFP-NaKtide or GFP cDNA under the control of an adiponectin promoter were constructed by VectorBuilder Inc (Chicago, IL, USA). to yield adipocyte-specific expression. Lentiviral constructs featured the adiponectin promoter driving expression of the NaKtide cassette linked by means of a 2A peptide to GFP for bicistronic expression. The 2A peptides are a class of 18–22 amino acid long self-cleaving peptide that maintains each protein as its own domain. Among the 2A peptides family, T2A was used for our lentiviral construct. Lentivirus (100 µL, 2 × 10^9^ TU/mL) with NaKtide or its counterpart Lenti-GFP in saline was intraperitoneally (IP) -injected into C57Bl6 mice as described previously [13], followed by PNx on the same day to experimentally induce uremic cardiomyopathy.

### 4.2. Experimental Design for In Vitro Studies

Frozen mouse pre-adipocytes (3T3-L1) were purchased from ATCC (Manassas, VA, USA) and re-suspended in Dulbecco’s Modified Eagle Media (DMEM). Mouse pre-adipocytes were then supplemented with 10% heat-inactivated fetal bovine serum and 1% antibiotic/antimycotic solution. The cells were plated at a density of 1–5 × 10^6^ cells per 25 cm^2^ dish and maintained at 37 °C in a 5% CO2 incubator. The medium was changed after 48 h and every 3–4 days thereafter. When the 3T3-L1 cells were confluent, the cells were recovered by the addition of trypsin [28]. The 3T3-L1 cells (passage 2–3) were plated in 6- and 24-well plates at a density of 10,000 cells/cm^2^ and cultured in DMEM to achieve at least 80% confluency. The medium was replaced with adipogenic medium and the cells were cultured for an additional five days [2]. Mouse adipocytes were treated with IS (100 μM) or oxLDL (50 μg/mL) with or without pNaKtide (0.7 μM), every 24 h for 2 days.

### 4.3. RNA-Seq and Data Analysis

Total RNA was extracted from adipose tissue using RNeasy Protect Mini Kit (QIAGEN, Germantown, MD, USA) as described previously [20]. The following in vivo groups were studied: (1) Sham + adipo-GFP (Control), (2) sham + adipo-NaKtide (NaKtide), (3) PNx + adipo-GFP (PNx), and (4) PNx + adipo-NaKtide. Six replicates were studied in these 4 in vivo groups. The following in vitro groups were studied: (1) 3T3L1 preadipocytes treated with adipogenic media alone (Control), (2) pNaKtide alone, (3) IS, (4) IS + pNaKtide, (5) oxLDL and (6) oxLDL + pNaKtide. Five replicates were studied in these in vitro groups.

All samples had RNA integrity numbers greater than 8. Libraries were prepared from the total RNA per sample and library quality was assessed by electrophoretic analysis on the Agilent BioAnalyzer 2100 system. RNA-Seq libraries were sequenced in a 2 × 50 paired-end design on an Illumina HiSeq 1500. A complete RNA-Seq analysis was performed by Marshall University Genomic Core. Reads were trimmed to remove adapter sequence and low-quality base calls using Trimmomatic v0.38 and aligned to the reference mouse genome GRCm38 using HISAT2 v2.1.0. A count table of reads per gene per sample was created using the R/Bioconductor package Genomic Alignments v1.16.0 [56]. Differential gene expression was established with a false discovery rate (FDR) threshold of 0.1 using the DESeq2 package [57]. Genes were examined for overrepresentation analysis (ORA) using the Reactome dataset employing the ReactomePA [58] and clusterProfiler [59] R packages. Additional data sets were queried using the WebGestalt toolkit including “KEGG” pathways (www.webgestalt.org) [60]. Gene sequence enrichment analysis (GSEA) was also performed using the fgsea [61] and gage [62] R packages. The KEGG pathways were specifically queried with a gmt file (c2.cp.kegg.v7.1entrez.gmt) obtained at the KEGG website https://www.genome.jp/kegg/pathway.html. Results obtained with the R routine and those obtained with the WebGestalt toolkit were essentially identical when the same database was queried. Selected KEGG pathway analyses were displayed either with heat maps constructed with fpkm data or utilizing the pathview [63] R package.

Topological analysis was performed using the WGCNA R package [64]. First, the in vivo gene expression was examined in concert with in vivo characteristics which we have previously reported [13]. Evaluation of initial groupings did not show a need to exclude any in vivo or in vitro group. We next established a soft threshold for network construction by examining topological characteristics over a range from 2 to 40. After analysis of both the in vivo and in vitro data sets, it was decided to choose a power of 20 for all further calculations (Figure 2B). Subsets of genes were determined by merging those that had cut differences of <0.01 which allowed for dendrogram and module construction, and for the in vivo data, correlation of key in vivo parameters with the specific modules. For the in vitro data, we compared the effects of IS and oxLDL by separating the in vitro data into 2 sets of 4 groups. Both sets contained the control and pNaKtide groups; one set included the IS and IS + pNaKtide groups while the other included oxLDL and oxLDL + pNaKtide. Once these comparisons were made, we then compared the in vivo gene expressions with the in vitro gene expressions, merging the IS and oxLDL sets. Topological characteristics were compared using the aforementioned WGCNA package [65], following the step by step instructions at the website https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/Tutorials/.

Raw sequencing reads have been deposited at the Gene Expression Omnibus at the National Center for Biotechnology Information and can be accessed using the accession number GSE152725.

### 4.4. Real-Time Reverse Transcriptase Polymerase Chain Reaction (qRT-PCR) for RNASeq Validation

In order to validate the high throughput RNA-sequencing data, previously extracted total RNA from visceral adipose tissue of our in vivo groups were used to perform qRT-PCR reactions. Briefly, following total RNA extraction and preparation of cDNA libraries, qRT-PCR reactions were performed in triplicate using SYBR Green PCR Master Mix on a 7500 HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA), as described previously [13]. The relative mRNA expression levels of eight differentially expressed genes, related to oxidative stress and inflammation, was determined. These genes included AKT (gene symbol: *Akt3*), ERK (gene symbol: *Mapk1*), PKC (gene Symbol: *Prkca*), eNOS (gene symbol: *Nos3*), IKK (gene symbol: *Chuk*), TLR4 (gene Symbol: *Tlr4*), CDK (gene symbol: *Cdkn1a*) and CREB (gene symbol: *Creb*). The fold changes were calculated from relative expression for PNx versus Control and PNx + NaKtide versus PNx, followed by estimation of log_2_ Fold Change values per candidate gene to compare RNAseq and qRT-PCR findings.

### 4.5. Statistical Analyses

Data from RNA-Seq experiments are presented in “volcano” plots as the anti-log10 of the raw *p*-value against the base 2 log of the fold change (“log_2_ fold change”; Figure 1A, Figure 4A and Figure 5A). A Benjamini–Hochberg adjusted *p*-value of 0.1 was used as a threshold for the ORA analysis [57]. In order to keep naming consistent throughout, all raw *p*-values were called “unadjusted *p*-value” and all adjusted *p*-values are called “BH-adjusted *p*-value”. For the GSEA, the entire gene dataset was used allowing the GSEA algorithm to apply the log_2_ fold change data to determine whether gene sets were coordinately over or under expressed [62]. The significance values for the overrepresentation of different pathways were calculated with the fgsea R package. Virtually identical gene pathways with similar estimated *p*-values were identified by querying the WebGestalt website with the overall set of genes and log_2_ fold change values observed.

In the case of topological analysis and, in particular, the comparison of different gene expression sets, we focused on highly correlated gene expressions along with (in the case of the in vivo data set) phenotypical features using the WGCNA R package as has been reported recently [65].

## Figures and Tables

**Figure 1:**
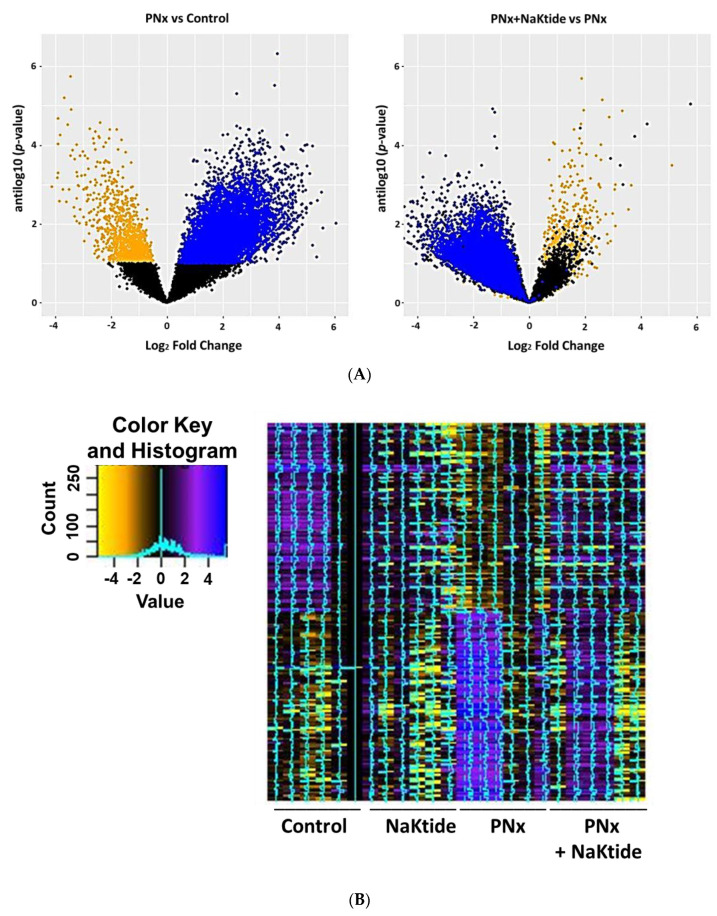

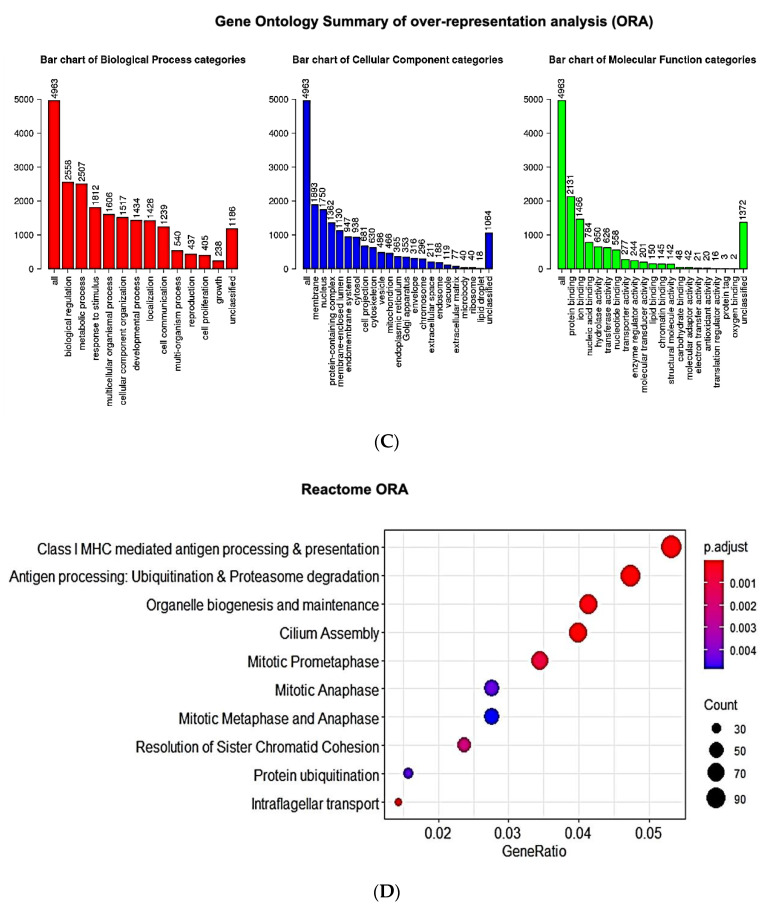
(**A**) Volcano plots of gene expression in PNx vs. Control (left panel) and PNx + NaKtide vs. PNx (right panel) plotting antilog of unadjusted *p*-value on y-axis vs. log_2_ Fold Change on x-axis. Genes downregulated (unadjusted *p*-value of <0.1) by PNx colored orange and genes upregulated (unadjusted *p*-value of <0.1) by PNx colored blue. We note that addition of NaKtide expression moved upregulated genes down and downregulated genes up. (**B**) Heat map of gene expression in top 100 up and 100 downregulated genes with PNx. Color coding based on log_2_ Fold Change with legend shown below. We note little difference between NaKtide and Control, but the addition of NaKtide to PNx appears to normalize both up and downregulated gene expression. (**C**) Gene Ontology summary of over representation analysis (ORA) in PNx mice model. Gene ontology annotation of biological processes, cellular components and molecular function categories. (**D**) Reactome ORA of differentially expressed genes in PNx mice model. The scatter dot plot of reactome enrichment representing the number of differentially expressed genes enriched in GO terms. *p*-value and gene ratio (number of differentially expressed genes in GO term)/(total number of genes in GO term) are shown in the plot. Larger circles indicate more enriched genes.

**Figure 2:**
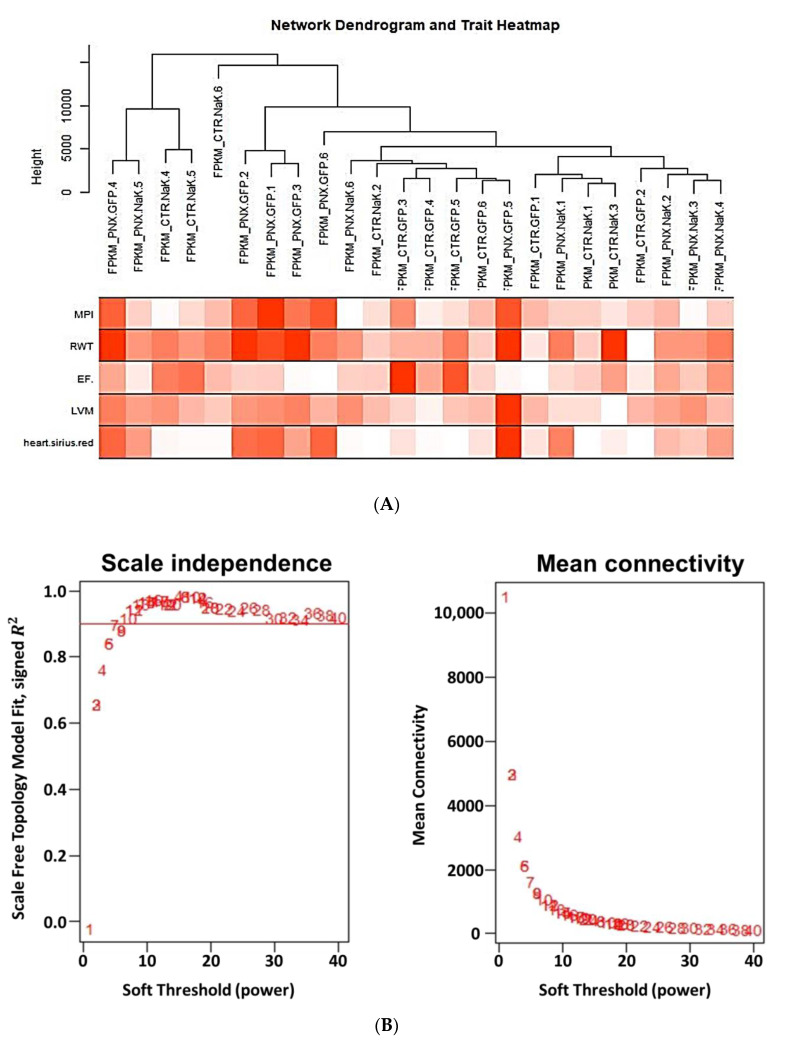

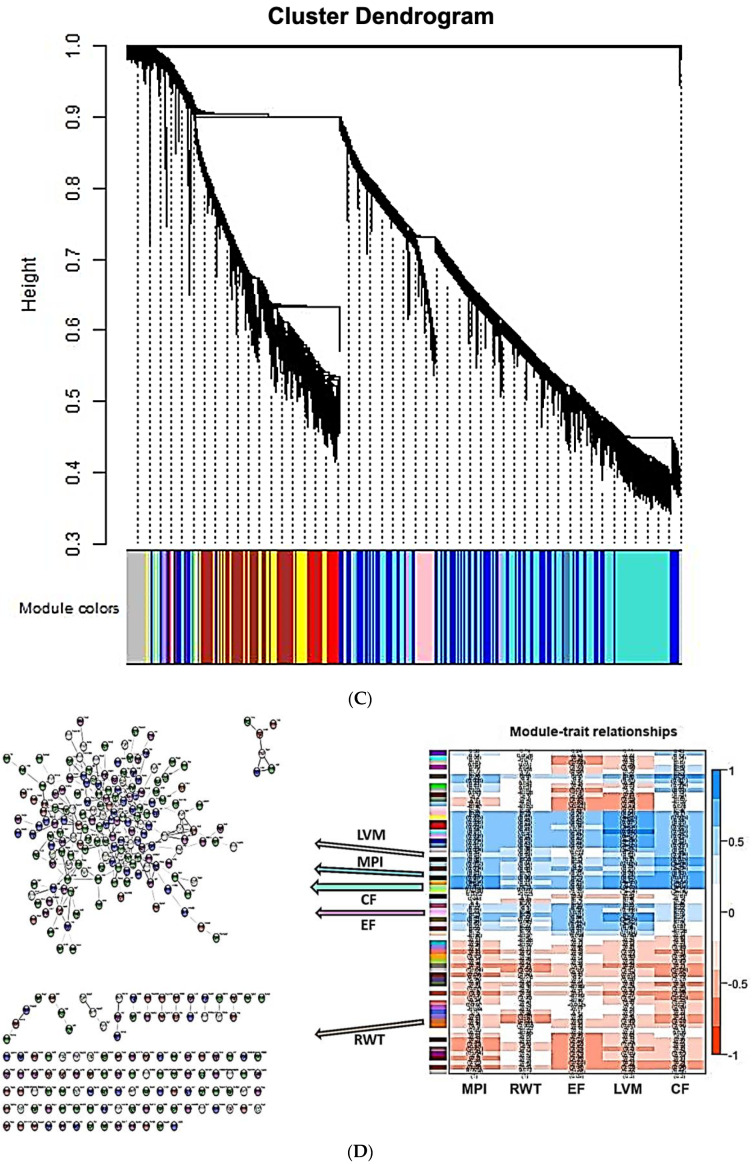
(**A**) Network dendrogram and trait heat map. Hierarchical clustering of treatment groups that summarize the modules found in the clustering analysis. Branches of the dendrogram cluster together into treatment groups that are positively correlated. Heat map displays correlation between different parameters analyzed. (**B**) Scale independence and mean connectivity as a function of soft threshold in PNx model. Based on these data, we chose a soft threshold (power) of 20 to construct the network(s) described in subsequent figures. (**C**) Dendrogram and group assignments produced from network generation on gene expression derived from in vivo experiment. Network produced using R package WGCNA where data on dendrogram represents distance metric (1-Pearson coefficient). Genes clustered according to a topological overlap metric into modules; assigned modules are colored at the bottom, gray genes are unassigned to a module. (**D**) Module-trait relationships of different parameters analyzed and major pathways associated with cardiac phenotype. Each row in the table (right panel) corresponds to different gene groupings, and each column to selected cardiac phenotypical features. Based on the highest correlations with these 5 phenotypical features (myocardial performance index (MPI), relative wall thickness (RWT), ejection fraction (EF), left ventricular mass (LVM) and cardiac fibrosis (CF)), five groups of genes were further analyzed for ORA against the KEGG database (left panel).

**Figure 3:**
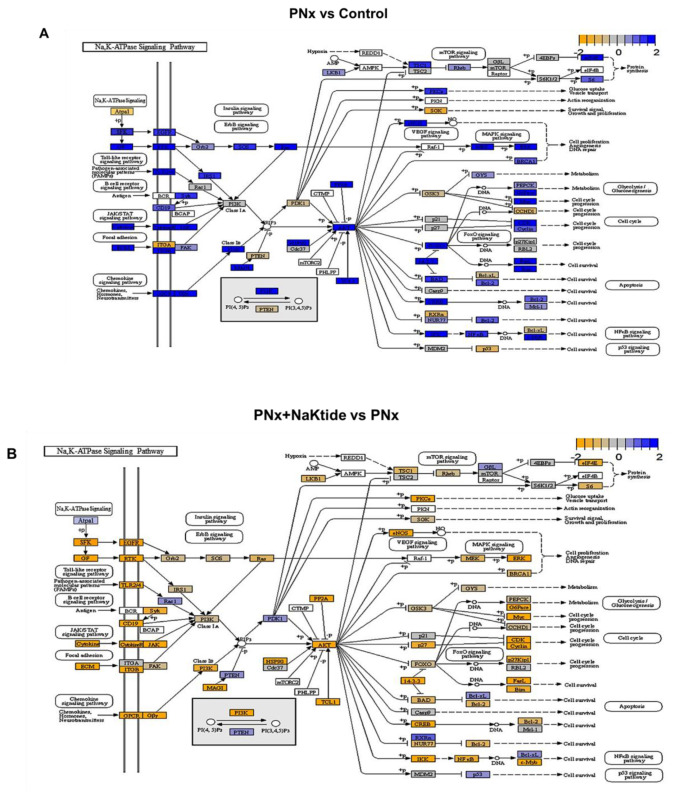

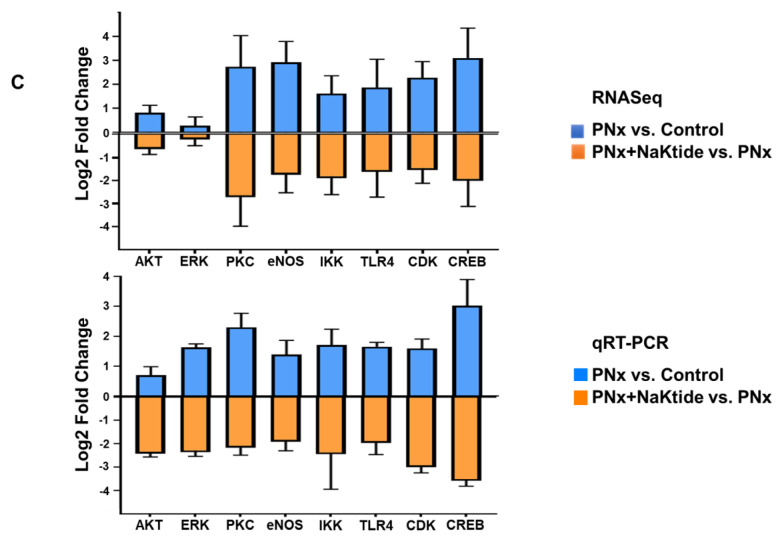
KEGG pathway analysis and validation of RNAseq data in visceral adipose tissue of PNx mice model with alteration of key genes associated with Na,K-ATPase signaling pathway. (**A**) PNx vs. Control (**B**) PNx + NaKtide vs. PNx. NaKtide administration to PNx appears to normalize both up and downregulated gene expression. Blue represents genes upregulated and orange represents genes downregulated. (**C**) Comparative gene expression analysis was done for eight representative genes selected from Na,K-ATPase signaling pathway from transcriptomic data and qRT-PCR. Results are expressed as log_2_ values of the fold change.

**Figure 4:**
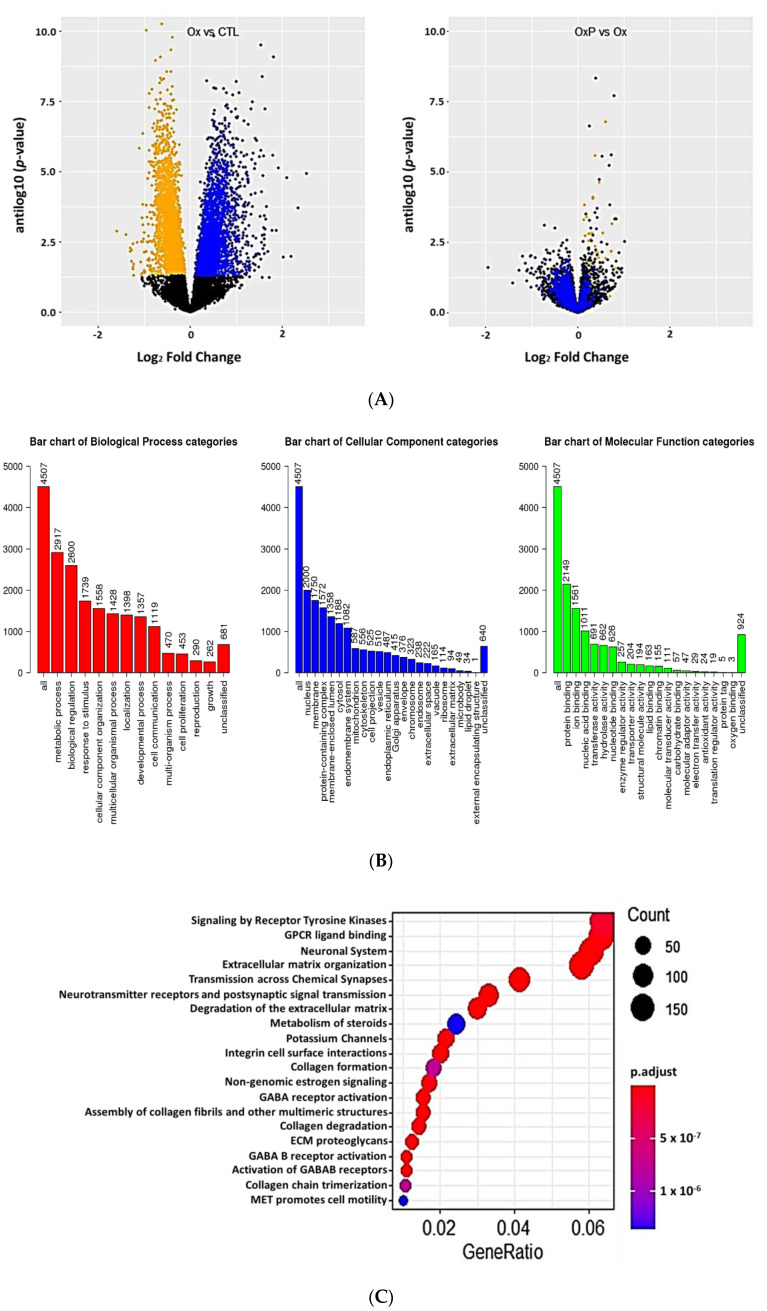
(**A**) Volcano plots of gene expression in adipocytes exposed to oxLDL (Ox) vs. control (CTL) (left panel) and oxLDL+ pNaKtide (OxP) vs. oxLDL (Ox) expression (right panel) plotting antilog of unadjusted *p*-value on y-axis vs. log_2_ Fold Change on x-axis. Genes downregulated (unadjusted *p*-value < 0.1) by oxLDL colored orange and genes upregulated (unadjusted *p*-value of <0.1) by oxLDL colored blue. We note that addition of pNaKtide expression moved upregulated genes down and downregulated genes up. (**B**) Gene Ontology summary of over representation analysis (ORA) in oxLDL treated murine adipocytes. Gene ontology annotation of biological processes, cellular components and molecular function categories. (**C**) Reactome ORA of differentially expressed genes in oxLDL treated murine adipocytes. The scatter dot plot of reactome enrichment representing the number of differentially expressed genes enriched in GO terms.

**Figure 5:**
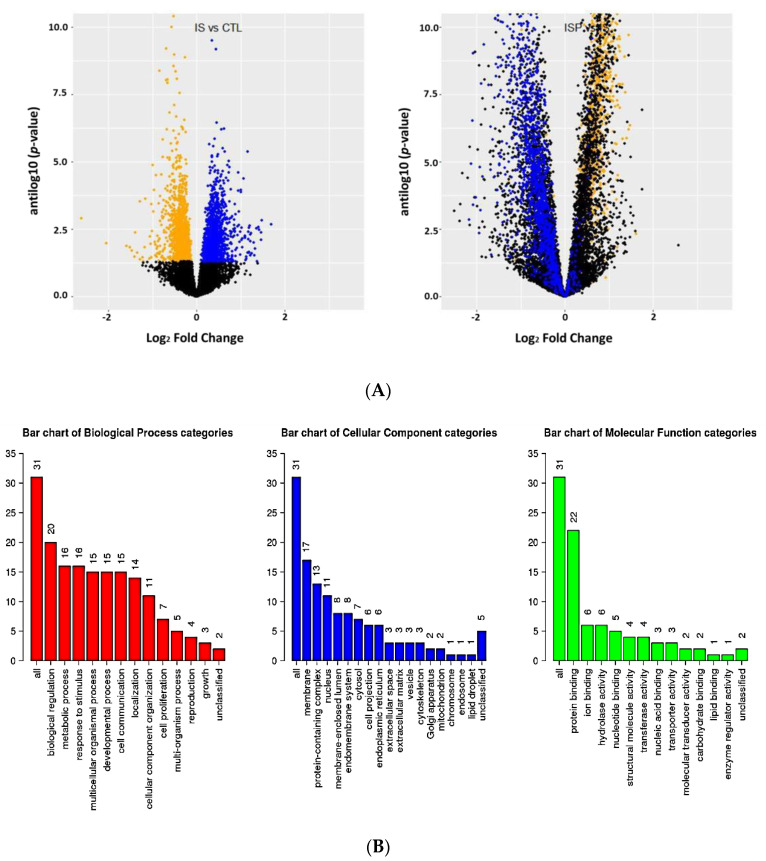
(**A**) Volcano plot of gene expression in adipocytes exposed to IS vs. control (CTL) (left panel) and IS+ pNaKtide (ISP) vs. IS expression (right panel) plotting antilog of unadjusted *p*-value on y-axis vs. log_2_ Fold Change on x-axis. Genes downregulated (unadjusted *p*-value of <0.1) by IS colored orange and genes upregulated (unadjusted *p*-value of <0.1) by IS colored blue. We note that addition of pNaKtide expression moved upregulated genes down and downregulated genes up. (**B**) Gene Ontology summary of over representation analysis (ORA) in IS treated murine adipocytes. Gene ontology annotation of biological processes, cellular components and molecular function categories.

**Figure 6:**
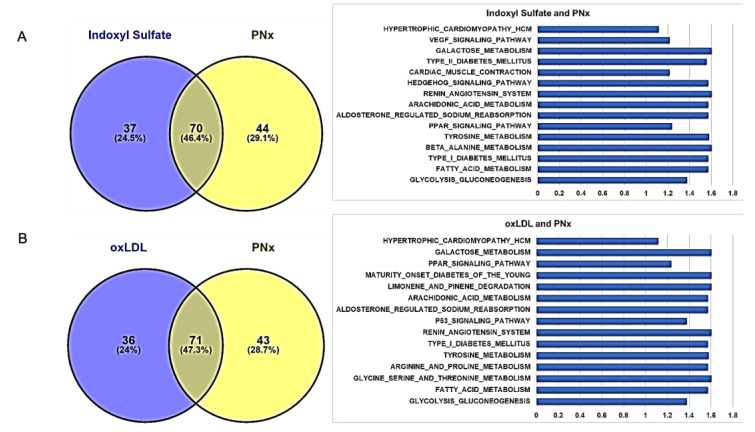

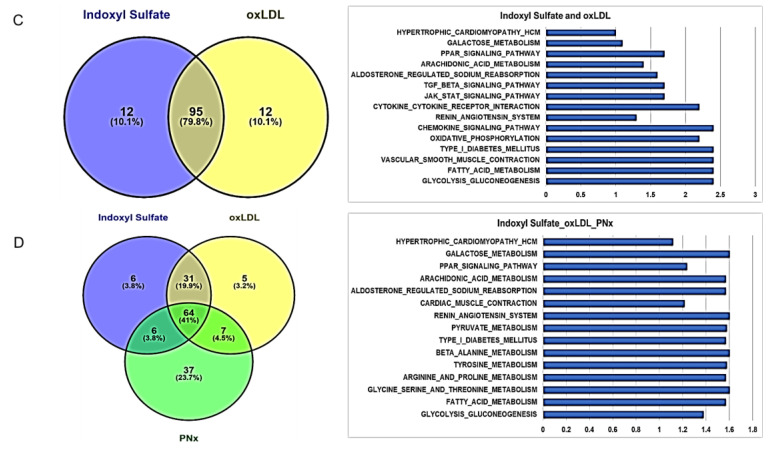
Pathway enrichment analysis using genes differentially expressed in vitro and in vivo in response to oxidative stress. The in vitro (oxLDL and IS treatment) and in vivo (PNx mouse model) response to oxidative stress differs in pathway enrichment, but some pathways overlap. The Venn diagram depicts the overlap of all enriched pathways among in vitro and in vivo, with selected common pathways (15 most relevant) and their BH-adjusted *p*-values depicted adjacent to the Venn diagram. Enriched pathways with little relevance to adipocyte biology have been omitted for clarity. Overlap of common pathways between (**A**) IS treatment and PNx mouse model, (**B**) oxLDL treatment and PNx mouse model, (**C**) IS and oxLDL treatment, and (**D**) in vitro (IS and oxLDL treatment) and in vivo (PNx mouse model).

**Figure 7:**
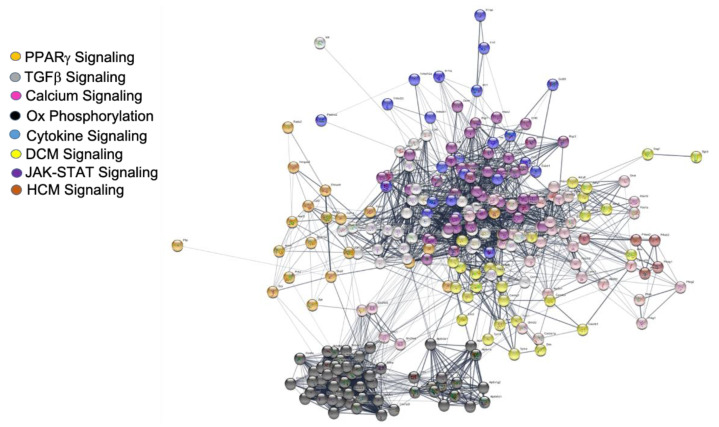
Network diagram associated with major pathways by GSEA altered in vitro. Color coding based on log_2_ Fold Change with legend shown above. All genes were identified in KEGG pathways and are therefore associated with other genes in the STRING database.

**Figure 8:**
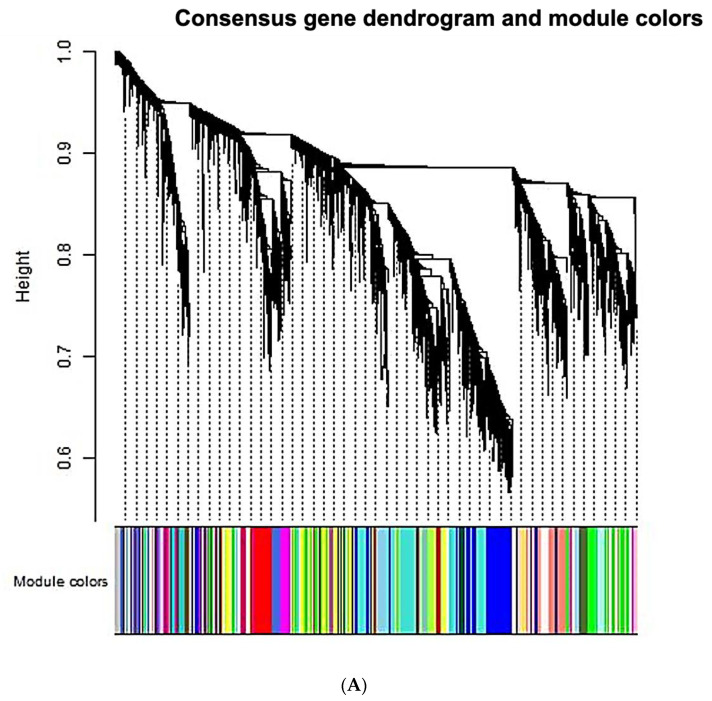

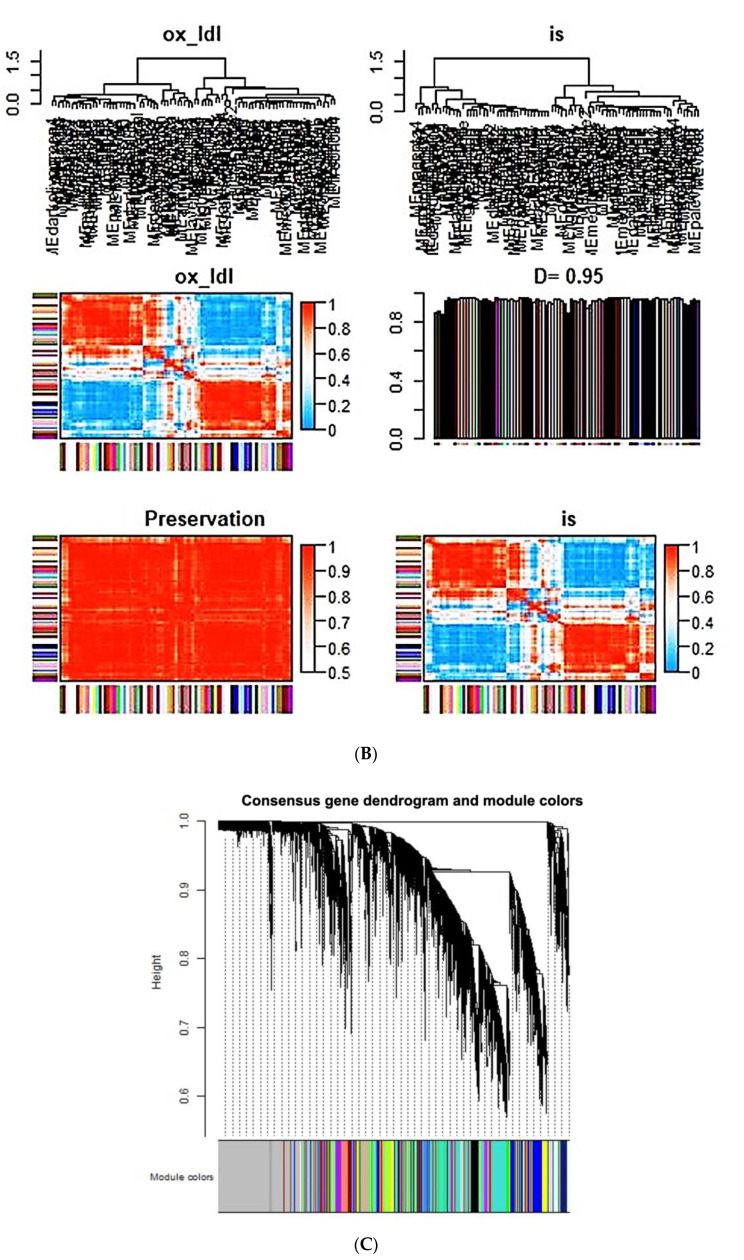

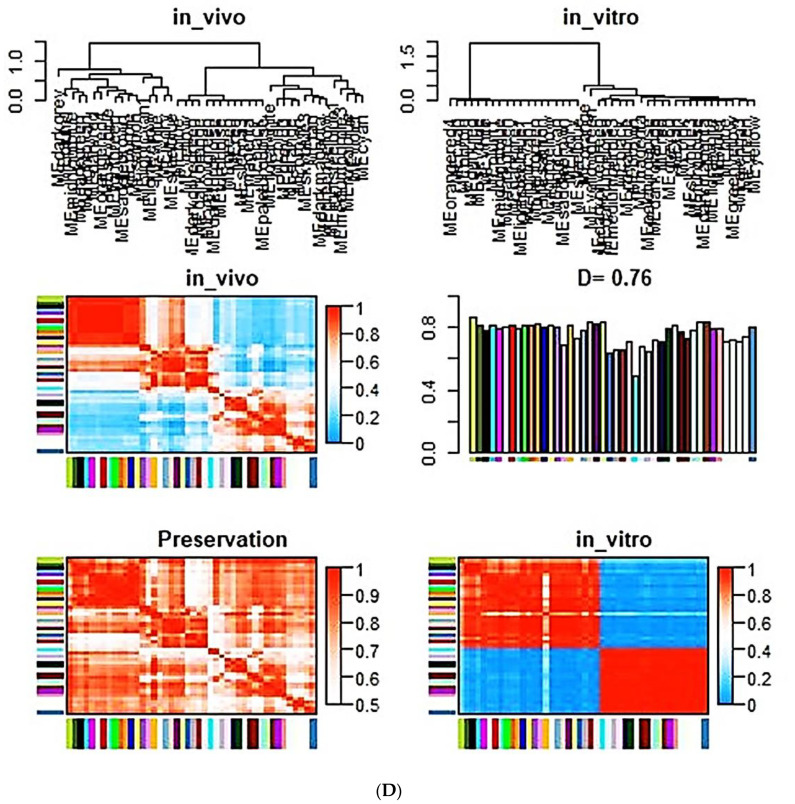
(**A**) Consensus network from in vitro experiments involving exposure to IS or oxLDL. Gene dendrogram obtained by average linkage hierarchical clustering for in vitro (IS and oxLDL) treatments. Gene expression similarity was determined using a pair-wise weighted correlation metric, and clustered according to a topological overlap metric into modules; assigned modules are colored at the bottom, gray genes are unassigned to a module. (**B**) Summary plot of consensus eigengene networks and their differential analysis from IS and oxLDL datasets. Top panels show clustering of consensus eigengenes in IS and oxLDL groups. Next, heat maps show high (red) and low (or negative, green) adjacency. Preservation heat map is 1-absolute difference of the eigengene networks in the two sets. Bar plot shows mean preservation of adjacency for each eigengene to other eigengenes with a D value calculated as the arithmetic mean of these measurements. (**C**) Consensus network from in vivo (PNx model) and in vitro experiments (both IS and oxLDL datasets). Gene dendrogram obtained by average linkage hierarchical clustering for in vivo and in vitro experiments. Gene expression similarity was determined using a pair-wise weighted correlation metric, and clustered according to a topological overlap metric into modules; assigned modules are colored at the bottom, gray genes are unassigned to a module. (**D**) Summary plot of consensus eigengene networks and their differential analysis from in vivo and in vitro (both IS and oxLDL) datasets. Top panels show clustering of consensus eigengenes in the two groups. Next, heat maps show high (red) and low (or negative, green) adjacency. Preservation heat map is 1-absolute difference of the eigengene networks in the two sets. Bar plot shows mean preservation of adjacency for each eigengene to other eigengenes with a D value calculated as the arithmetic mean of these measurements.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/16/5923/s1. Table S1: Summary of enriched KEGG pathways under experimental renal failure in PNx mice. Table S2: Summary of enriched KEGG pathways in 3T3L1 adipocytes treated with oxLDL. Table S3: Summary of enriched KEGG pathways in 3T3L1 adipocytes treated with IS. Figure S1: Functional enrichment analyses using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in PNx mice model. Figure S2: KEGG pathway analysis in adipose tissue of PNx mice model with alteration of key genes associated with uremic cardiomyopathy. Figure S3: In vivo phenotypical features characterized with ORA and the associated heat maps of GSEA scores. Figure S4: Functional enrichment analyses using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in oxLDL treated murine adipocytes with alteration of key genes associated with oxidative stress. Figure S5: Functional enrichment analyses using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in IS treated murine adipocytes with alteration of key genes associated with oxidative stress. Figure S6: Heat maps of gene expression associated with enriched KEGG pathways by OxLDL and IS using GSEA. Figure S7: Network diagram associated with the analysis of genes in STRING database and the heat maps of gene expression associated KEGG pathways altered in vitro. Figure S8: Scale independence and mean connectivity as a function of soft threshold in in vitro datasets.

How the deposited data were processed for this re-analysis (not part of the article)

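RNA sequencing of 3T3-L1 cells in 6 groups of 5 libraries was analysed, and the adipose tissue of the animals was not analysed here. The authors made the count values by trimming paired-end reads of stranded mRNA libraries with Trimmomatic, aligning them to GRCm38 with HISAT2 and counting reads per gene with GenomicAlignments, without normalization and without pooling replicates. The authors' normalized signal values are these counts divided by 1 size factor per library. The FPKM values, as deposited, are those normalized counts divided by 1 value per gene, per kilobase and scaled to sequencing depth by the authors. The annotation release, the strand setting of the counting and the lengths used are not given in the sources used here. The counts were used for all results, and the FPKM values for 1 alternative. All 30 libraries entered every result, each in the group of its label. No 2 libraries of a group were duplicates, with a lowest chi-square per degree of freedom of 1.30 over 60 pairs.

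Analyses were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and mgcv 1.9.3, and in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Of 54232 genes, 54079 with a symbol, those with more than 14 counts over the 30 libraries were tested. Counts were scaled by TMM and fitted for 6 groups with edgeR's robust quasi-likelihood model, giving 8 comparisons of groups and 3 differences between the changes with pNaKtide. P-values were adjusted by the BH method within a comparison, with a threshold of 0.1. Log2 CPM used a prior count of 2. The similarity of changes and the share of changes turned back were set against 100 simulated data sets without the effect in question. Gene lists were tested with camera at an inter-gene correlation of 0.01, and Reactome sets of 10 to 500 genes by Fisher's exact test. A model of eigengene networks used a power of 20.

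The comparisons, tests, alternatives and 24 gene lists were chosen before the data were examined. The lists were written from general knowledge of ubiquitin mediated proteolysis, ECM-receptor interaction, protein processing in the endoplasmic reticulum, regulation of lipolysis, PPAR, TGFβ, calcium, JAK-STAT and p53 signaling, oxidative phosphorylation, cytokine-cytokine receptor interaction, dilated and hypertrophic cardiomyopathy, the proteasome, retinol metabolism, the TCA cycle, drug metabolism by other enzymes, the intestinal immune network for IgA production, folate biosynthesis, collagens, receptor tyrosine kinases and adaptors, adipocyte genes, Nrf2 targets and aryl hydrocarbon receptor targets. They are not the KEGG sets of the paper. Genes named in the text are, per comparison, at most 3 in each direction with the largest log2 fold change among those past the threshold, with a mean log2 CPM of at least 1 and groups that do not overlap, as well as the genes the paper measures by qRT-PCR or names as inflammatory, Src, 8 adipocyte genes, and in a list that a sentence of the paper is about the member with the smallest adjusted p in each direction. Some of the genes fixed by name are not reported here. Alternatives were DESeq2, its size factors (RLE), scaling by library size alone, more than 14 counts in every library (11567 genes), filterByExpr (14522 genes), at least 1 count (29409 genes), an adjusted p of 0.05, a replicate block, limma-trend on log2(FPKM + 1) for genes with a mean FPKM of at least 0.5 (13639 genes), models of the compared groups alone, and leaving out each library. Added after the data were seen were offsets for each library's trend over GC content and gene length, thinning of all libraries to the smallest, and leaving out the 100 most abundant genes. Gene ontology terms, the KEGG sets and the package for network analysis named in the paper were not used here.

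The steps were tested on simulated data with the depths of the oxLDL and control libraries. Of 200 genes changed among 19837 tested, edgeR called 187 and also 22 unchanged genes, and DESeq2 called 189 and 41 unchanged genes. In the real libraries 36.0% of genes were called with oxLDL, and a random split of the oxLDL and control libraries called up to 9317 genes. The simulation therefore does not give the rate of false calls in the real data.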

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

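The tests on GC content and gene length, the tests of exchanged libraries, and the thinning test for IS + pNaKtide replicate 2 were chosen only after the result was seen. Chance sets about 1 in 20 groups apart by Dixon's ratio, and 5 of 59 group values lay over its critical value of 0.71.

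IS replicate 4 lay apart from its group on the first principal component, with a score of 26.4 against -33.9 to -21.3 in the other IS libraries, and control replicate 1 scored -24.2. After each library's trend over GC content and gene length was taken out, IS replicate 4 still scored 16.4, against -21.5 to -14.3 in the others, and after thinning all libraries to the smallest 26.3, so neither the trend nor depth accounts for the whole gap. A first test of an exchange with control replicate 1 used 8 genes that part the other libraries with and without IS, and put IS replicate 4 on the IS side for 25% of them and control replicate 1 for 37.5%. It was replaced, after its result was seen, by a score of 100 genes that separate libraries with and without IS beside that component. On this score, where libraries with IS lie near 1 and the others near 0, IS replicate 4 reached 0.627, against 0.668 to 0.893 in the other libraries with IS, and control replicate 1 reached 0.155, inside the range of the other libraries without IS (-0.286 to 0.358). Control replicate 1 thus lay on the side without IS in both tests, which argues against an exchange of the pair, while the tests differ on IS replicate 4, so a wrong label of this library alone stays open. A handling difference between cultures stays open, and no biological explanation was tested.

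IS + pNaKtide replicate 2 scored -1.76 on the first principal component, against -17.2 to -14.3 in the others of its group. With the trend over GC content and gene length out it scored -1.64, against -10.7 to -10.1, and after thinning -1.75, which argues against each as the whole cause. No biological explanation was tested.

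In oxLDL + pNaKtide replicate 4, 17859 genes had a count, against 19179 to 19642 in the others of its group, and it was the smallest library, with 6945498 counts. After thinning of all libraries to that size, the gap of this library over the whole range was 0.486, under the critical value, so a lower depth is a candidate explanation. No biological explanation was tested.

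The change with pNaKtide differed between oxLDL-treated cells and control medium for 4951 genes, and between IS- and oxLDL-treated cells for 5894 genes. Among 100 assignments of the pNaKtide label within each medium, the real one included, 2 and 1 gave as many genes as the real one. The real one had 4365 and 6292 in fits made for this test, and the highest of the others had 9056 and 6041. Numbers as large were thus rare, but chance is not excluded, as the ranks were not adjusted over the tests made. For the difference between IS-treated cells and control medium, with 0 genes in edgeR (619 at an unadjusted p-value below 0.05) and 0 in DESeq2, all 100 did, but any assignment reaches a number of 0, so this says nothing about chance. The number for IS + pNaKtide against IS was 0 also without IS replicate 4, which argues against this library as the reason, and the number for oxLDL + pNaKtide against oxLDL was 8348 without oxLDL + pNaKtide replicate 4, the smallest library. An exchange of the IS + pNaKtide and oxLDL + pNaKtide libraries was tested on a score of 23 genes, on which the IS + pNaKtide libraries reached 0.682 to 0.768 and the oxLDL + pNaKtide libraries -0.256 to 0.0749, which argues against it. With the trend over GC content and gene length out, oxLDL + pNaKtide against oxLDL gave 7326 genes, thinned to the smallest library 9067, and without the 100 most abundant genes 9645, so none of these accounts for the whole number. A response to pNaKtide that depends on the stressor may be the reason and is a hypothesis, as handling of the cultures was not tested.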

How the results depend on the processing

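The tests with GC content and length offsets, with thinning and without the 100 most abundant genes were chosen only after results were seen. The numbers of genes for oxLDL + pNaKtide against oxLDL stayed within 1.5-fold under all 13 alternatives, those for oxLDL against control under 12, and those for IS against control under 3. Over the alternatives but not the libraries left out, values of named genes past the threshold were the same in direction and call in 777 cases, lost the call in 68 and changed sign in 7, and those not past it were the same in 527, passed it in 57 and changed sign in 2. With libraries left out, 173 calls were lost and 557 kept, and of the values not past the threshold 25 passed it and 499 were the same. Where no reason is given below, the cause was not tested.

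Genes over 14 counts numbered 11567 in every library and 13351 by the mean. GC content and length offsets gave 3852 genes for oxLDL against control, 880 for IS against control, 7 for IS + pNaKtide against IS, 6 for pNaKtide against control, 1961 and 452 for oxLDL + pNaKtide and IS + pNaKtide against control, 20 for IS against oxLDL, and 2212 and 3550 for the differences in pNaKtide effect of oxLDL from control medium and of IS from oxLDL. They gave 7 lists for oxLDL and 13 for IS, a similarity of 0.671, and opposite shares of 97.5% and 81.2% for oxLDL and IS. DESeq2 gave 3160 for IS against control, 14 for IS + pNaKtide against IS, 57 for pNaKtide, 1821 and 1486 for oxLDL + pNaKtide and IS + pNaKtide against control, 41 for IS against oxLDL, and an opposite share of 81.0% for IS. Library size only gave 2541, 1968, 30 and 7 for IS, oxLDL + pNaKtide and IS + pNaKtide against control and IS against oxLDL, and 0 for pNaKtide. More than 14 counts in every library gave 2424 for IS, 3 for IS + pNaKtide against IS, 0 for pNaKtide, 1660 and 312 for oxLDL + pNaKtide and IS + pNaKtide against control, 12 for IS against oxLDL, 1 list and 19 Reactome sets for oxLDL, 19 sets for oxLDL + pNaKtide against oxLDL, and a similarity of 0.927. FilterByExpr gave 2490 for IS, 3 for IS + pNaKtide against IS, 0 for pNaKtide and 116 for IS + pNaKtide against control, and at least 1 count in total gave 546 for IS and 660 and 43 for oxLDL + pNaKtide and IS + pNaKtide against control. A replicate block gave 3423 for IS, 1653 and 1338 for oxLDL + pNaKtide and IS + pNaKtide against control and 0 for IS against oxLDL, but equal numbers were not taken as pairs, as only 39 of 75 pairs with the same number had a correlation of residuals over 0.1, with a median of 0.108, against -0.0576 over 300 pairs with different numbers. Thinned counts gave 857 for IS, and 0 for pNaKtide and for IS against oxLDL. A two-group fit gave 0 for IS, pNaKtide and IS against oxLDL, and 11 and 1152 for oxLDL + pNaKtide and IS + pNaKtide against control. An adjusted p below 0.05 gave 130 for IS, 0 for pNaKtide and IS against oxLDL, 590 and 8 for oxLDL + pNaKtide and IS + pNaKtide against control, 2707 for the difference of oxLDL from control medium, 3 Reactome sets for IS and an opposite share of 99.2% for oxLDL. Limma-trend on log2(FPKM + 1) gave 3 for IS + pNaKtide against IS, 4 for pNaKtide, 1667 and 164 for oxLDL + pNaKtide and IS + pNaKtide against control and 5 for IS against oxLDL.

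Fry called 0, 0, 16, 0 and 7 lists and fgsea 1, 3, 4, 0 and 5, for oxLDL, IS, oxLDL + pNaKtide against oxLDL, IS + pNaKtide against IS, and pNaKtide. A background of all tested genes gave 245, 21 and 396 Reactome sets for oxLDL, IS and oxLDL + pNaKtide against oxLDL. The similarity was 0.907 among only called genes and 0.241 with the controls split. Opposite shares were 97.0% for oxLDL and 61.1% for IS with stressor libraries split. With 100 branches there were 5 modules.

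With GC content and length offsets the sign changed for oxLDL in Cd36 (-0.19), Cebpa (0.032), Fabp4 (-0.29) and Ube2d3 (-0.21), for IS in Cd36 (-0.056), and for oxLDL + pNaKtide against oxLDL in Cd36 (0.24), Cebpa (-0.082) and Prkca (0.14). The ubiquitin list turned round for oxLDL, IS and oxLDL + pNaKtide against oxLDL (adjusted p = 0.0569, 0.0143 and 0.00395, limma's camera), and so did protein processing in the endoplasmic reticulum in the last (0.0324). Library size only turned Lpl (-0.21) round for oxLDL + pNaKtide against oxLDL. Of the lists called in camera, fgsea gave the other direction, each at an adjusted p of 1, to ECM-receptor interaction for IS, PPAR signaling for IS + pNaKtide against IS, and endoplasmic reticulum processing and Nrf2 targets for pNaKtide.

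Leaving out single libraries gave 4966 to 9246 genes for oxLDL, 15 to 6901 for IS, 8348 to 9806 for oxLDL + pNaKtide against oxLDL, 0 to 1 for IS + pNaKtide against IS (1 without IS + pNaKtide replicate 4), and 0 to 2 for pNaKtide (0 without control replicates 1, 2 and 3 and pNaKtide replicates 1, 2, 4 and 5, 2 without pNaKtide replicate 3). OxLDL + pNaKtide against control gave 505 to 1313 (606 and 686 without control replicates 3 and 5, 505 without oxLDL + pNaKtide replicate 4). IS + pNaKtide against control gave 2 to 5394 (5394, 2, 12, 14 and 6 without control replicates 1 to 5, and 12, 21, 2, 13 and 2 without IS + pNaKtide replicates 1 to 5). IS against oxLDL gave 0 to 2 (0 without IS replicates 1 to 4 and oxLDL replicates 1, 2, 4 and 5, and 1 without oxLDL replicate 3). The difference of oxLDL from control medium gave 2116 to 7515 (7515, 3155 and 2989 without control replicates 1, 2 and 4, 2529 without oxLDL + pNaKtide replicate 4, 2116 without pNaKtide replicate 3), that of IS from control medium 0 to 0, and that of IS from oxLDL 3790 to 6616 (3790 without IS replicate 4, 3875 without oxLDL + pNaKtide replicate 4).

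Lists numbered 2 to 5 for oxLDL (2 without control replicate 3), 7 to 9 for IS, 9 to 10 for oxLDL + pNaKtide against oxLDL, 0 to 7 for IS + pNaKtide against IS (3 without IS replicate 1, and 0 without IS replicate 5 and IS + pNaKtide replicates 3 and 4) and 9 to 17 for pNaKtide (9 without control replicate 1). The Nrf2 list for pNaKtide had adjusted p-values of 0.00868 to 0.898 (limma's camera), the last in the other direction without control replicate 1. Reactome sets numbered 28 to 58 for oxLDL (30, 28 and 31 without control replicates 2, 4 and 5), 0 to 44 for IS, and 27 to 102 for oxLDL + pNaKtide against oxLDL (102, 71 and 27 without oxLDL + pNaKtide replicates 1, 3 and 4). The similarity was 0.670 to 0.832 (0.832 without control replicate 1, 0.670 and 0.687 without IS replicates 1 and 2, 0.685 without oxLDL replicate 2), and the opposite share 97.2% to 99.3% for oxLDL and 74.5% to 95.3% for IS. Modules numbered 1 to 5 (5, 4, 2 and 4 without replicates 1, 2, 3 and 5).

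Splits of the libraries (100 drawn, the real one included) were compared in two-group fits. As many genes as the real split came from 3 for oxLDL against control (7296 genes), 1 for oxLDL + pNaKtide against oxLDL (9346) and 1 for oxLDL + pNaKtide against control (11). The highest of the other splits had 9317, 5246 and 1 genes. Numbers as large were thus rare, but chance is not excluded, as the ranks were not adjusted over the tests made. The 11 genes do not test the 1047 genes of the fit to 6 groups. For IS + pNaKtide against control (1152) 7 splits gave as many genes, so chance cannot be excluded. For IS against control, IS + pNaKtide against IS, pNaKtide against control and IS against oxLDL all 100 did, but the two-group fit of the real split gave 0 genes, which any split reaches, so this says nothing about chance. With offsets 3 did for oxLDL, 1 for oxLDL + pNaKtide against oxLDL and 5 for IS, and chance is not excluded, least of all for IS. For the numbers of lists 45, 29, 17, 39 and 10 splits did for oxLDL, IS, oxLDL + pNaKtide against oxLDL, IS + pNaKtide against IS and pNaKtide, so chance cannot be excluded for these. For Reactome sets 1 did for oxLDL and 4 for oxLDL + pNaKtide against oxLDL, and 100 for IS, where the real split gave 0 and the test says nothing. For oxLDL + pNaKtide against oxLDL another split reached 42 sets against 26 in the real one. Numbers as large as these for oxLDL and oxLDL + pNaKtide against oxLDL were rare, but chance is not excluded. The similarity, measured as 0.833 from differences in mean log2 CPM, was reached in 2 assignments, the real one included. The highest of the others had 0.836 and their median was 0.504, so a value this high was rare but chance is not excluded. The opposite shares for oxLDL and IS were reached in 2 and 3, but assignments that called no gene counted as lower, and the median of the others was 99.1% and 95.9%, above the real shares, so this says nothing about chance.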

Differences from the paper's values

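No tests in this part were chosen only after the result was seen. The paper gives 11379 genes over the threshold of 14 counts, and a sum over 14 gave 20139 here, while all 3 other readings set before the data were examined lay within 1.5-fold of the paper's number, with 11567 genes (every library), 13351 (mean) and 13935 (at least 5 libraries). For IS the paper gives 1894 genes with lower expression, against 702 here. Numbers within 1.5-fold of the paper's were counted as not differing. DESeq2 (1516) and the replicate block (1615) did not differ from the paper's number, and RLE size factors (686), library size only (416), more than 14 counts in every library (1198), filterByExpr (1174), at least 1 count (220), limma-trend (924), the two-group fit (0) and an adjusted p of 0.05 (68) did. The paper gives 1958 genes with higher expression with IS, against 897 here. DESeq2 (1644), library size only (2125), filterByExpr (1316) and the replicate block (1808) did not differ from it, and RLE size factors (882), more than 14 counts in every library (1226), at least 1 count (326), limma-trend (866), the two-group fit (0) and an adjusted p of 0.05 (62) did. Both numbers for IS differed from the paper's in all 10 fits without 1 library.

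By eye, the paper's Figures 4A and 5A show few changed genes for pNaKtide beside oxLDL and very many beside IS. Their captions colour genes by the change with oxLDL or IS at an unadjusted p below 0.1. No gene number is given for pNaKtide, so the comparison is loose. Here, at an adjusted p of 0.1, oxLDL + pNaKtide against oxLDL gave 9722 genes. IS + pNaKtide against IS gave 0 in edgeR (564 at an unadjusted p-value below 0.05, and 14 in DESeq2). The paper reports enrichment of tyrosine kinase signaling and extracellular matrix sets with oxLDL, where here Signaling by PDGF and ECM proteoglycans each had an adjusted p of 1 in Fisher's exact test. It reports higher ubiquitin mediated proteolysis with oxLDL, where the list here had a median of 0.10 and was not past the threshold (adjusted p = 0.405, limma's camera). Camera tests for a shift in 1 direction, whereas the paper queried KEGG after an over-representation analysis. Over-representation was not tested for this list. Of its 125 genes, 72 were called, 43 higher and 29 lower, against 36.0% of all tested genes, so the paper's kind of test is not contradicted. For IS the paper reports no Reactome set, where 8 passed here, but 0 did in 6 of the fits without 1 library. It reports increases in lipolysis, ECM-receptor interaction and protein processing in the endoplasmic reticulum with IS, where the medians here were -0.06, -0.11 and -0.06. Over-representation was not tested for these lists either. Genes called were 8 of 44, 15 of 70 and 30 of 155, against 7.94% of all tested genes. Of these, 3, 2 and 12 were higher and 5, 13 and 18 lower.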

Other observations

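The tests of cholesterol synthesis, and of the trend over GC content and gene length, were chosen only after the result was seen. The loadings of the first principal component correlated with GC content (Spearman rho = 0.663) and with gene length (-0.509), and its share of the variance was 49.7% after each library's trend over them was taken out. The number of genes for oxLDL against control was 3852 with the trend over GC content and gene length out, 6401 after thinning to the smallest library and 7187 without the 100 most abundant genes, so none of these accounts for all of it. A response to oxLDL may account for the rest, as a hypothesis.

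The correlation of 0.728 between the oxLDL and IS changes was 0.241 with the control libraries split between the comparisons, so shared controls may account for a part. It was positive in every division (0.119 to 0.314, and 0.405 to 0.885 among genes over 14 counts in every library), which argues against shared controls as the whole cause. From differences in mean log2 CPM the correlation with split controls was 0.516 on average (0.234 to 0.626), where random groups with no library in common had a median absolute correlation of 0.160 and a highest of 0.662. Among 100 draws of such groups 2 reached the average but 34 reached the lowest division, so an effect and 1 axis of variation common to all libraries cannot be told apart. The opposite sign of the changes with pNaKtide held for 97.0% of genes with the oxLDL libraries split, which argues against shared libraries as the whole cause. For IS it was 61.1%, ranging from 13.6 to 100 between divisions, so an effect and the sharing of IS libraries cannot be told apart. The eigengene networks gave 1 module with only the libraries that the sets do not share, so the effect of the control and pNaKtide libraries that both hold cannot be told apart from a similarity.

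A list of 24 genes of cholesterol synthesis, chosen after the values were seen, had a median log2 fold change of -0.43 with oxLDL, with 15 genes called lower (adjusted p = 1.6e-10, limma's camera), and -0.19 with IS (2.0e-04). It rose by 0.29 in oxLDL + pNaKtide against oxLDL (adjusted p = 0.0420, limma's camera) and by 0.11 in IS + pNaKtide against IS, with 23 of 24 genes higher (1.1e-07). With the trend over GC content and gene length out, the median with oxLDL was -0.38 (adjusted p = 1.8e-25, limma's camera), which argues against that trend as the whole cause, and 1 of 100 splits had as large a median, which does not exclude chance, as the genes were chosen for their values. No biological explanation was tested.

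Of 8 aryl hydrocarbon receptor targets the median log2 fold change was -0.01 with IS (adjusted p = 0.968, limma's camera), with 1 called higher and 1 lower and 3 adjusted over the list alone, and -0.01 with oxLDL (0.955). With pNaKtide alone it was -0.16, with 1 of 8 genes higher (adjusted p = 0.0174, limma's camera).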
